# riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data

**DOI:** 10.1371/journal.pcbi.1006169

**Published:** 2018-08-13

**Authors:** Fabio Lauria, Toma Tebaldi, Paola Bernabò, Ewout J. N. Groen, Thomas H. Gillingwater, Gabriella Viero

## Abstract

Ribosome profiling is a powerful technique used to study translation at the genome-wide level, generating unique information concerning ribosome positions along RNAs. Optimal localization of ribosomes requires the proper identification of the ribosome P-site in each ribosome protected fragment, a crucial step to determine the trinucleotide periodicity of translating ribosomes, and draw correct conclusions concerning where ribosomes are located. To determine the P-site within ribosome footprints at nucleotide resolution, the precise estimation of its offset with respect to the protected fragment is necessary. Here we present riboWaltz, an R package for calculation of optimal P-site offsets, diagnostic analysis and visual inspection of ribosome profiling data. Compared to existing tools, riboWaltz shows improved accuracies for P-site estimation and neat ribosome positioning in multiple case studies. riboWaltz was implemented in R and is available as an R package at https://github.com/LabTranslationalArchitectomics/RiboWaltz.

This is a *PLOS Computational Biology* Software paper.

## Introduction

Ribosome profiling (RiboSeq) is an experimental technique used to investigate translation at single nucleotide resolution and genome-wide scale [1,2], through the identification of short RNA fragments protected by ribosomes from nuclease digestion [3,4]. The last few years have witnessed a rapid adoption of this technique and a consequent explosion in the volume of RiboSeq data [5,6]. In parallel, a number of dedicated computational algorithms were developed for extracting transcript-level information, including unannotated open reading frames (ORFs) [7–10], novel translation initiation sites and differentially translated genes [11,12], as well as positional information describing fluxes of ribosomes along the RNA at sub-codon resolution [13–15] and conformational changes in ribosomes during the elongation step of translation [16].

Much of this information relies on the ability to determine the exact localization of the P-site, i.e. the site holding the t-RNA associated to the growing polypeptide chain during translation, within ribosome protected fragments (RPF, also called reads hereinafter, following the notation adopted by [1]). This position can be specified by the distance of the P-site from both 5’ and 3’ ends of the reads, the so-called P-site Offset, PO (**Fig 1A**).

**Fig 1:**
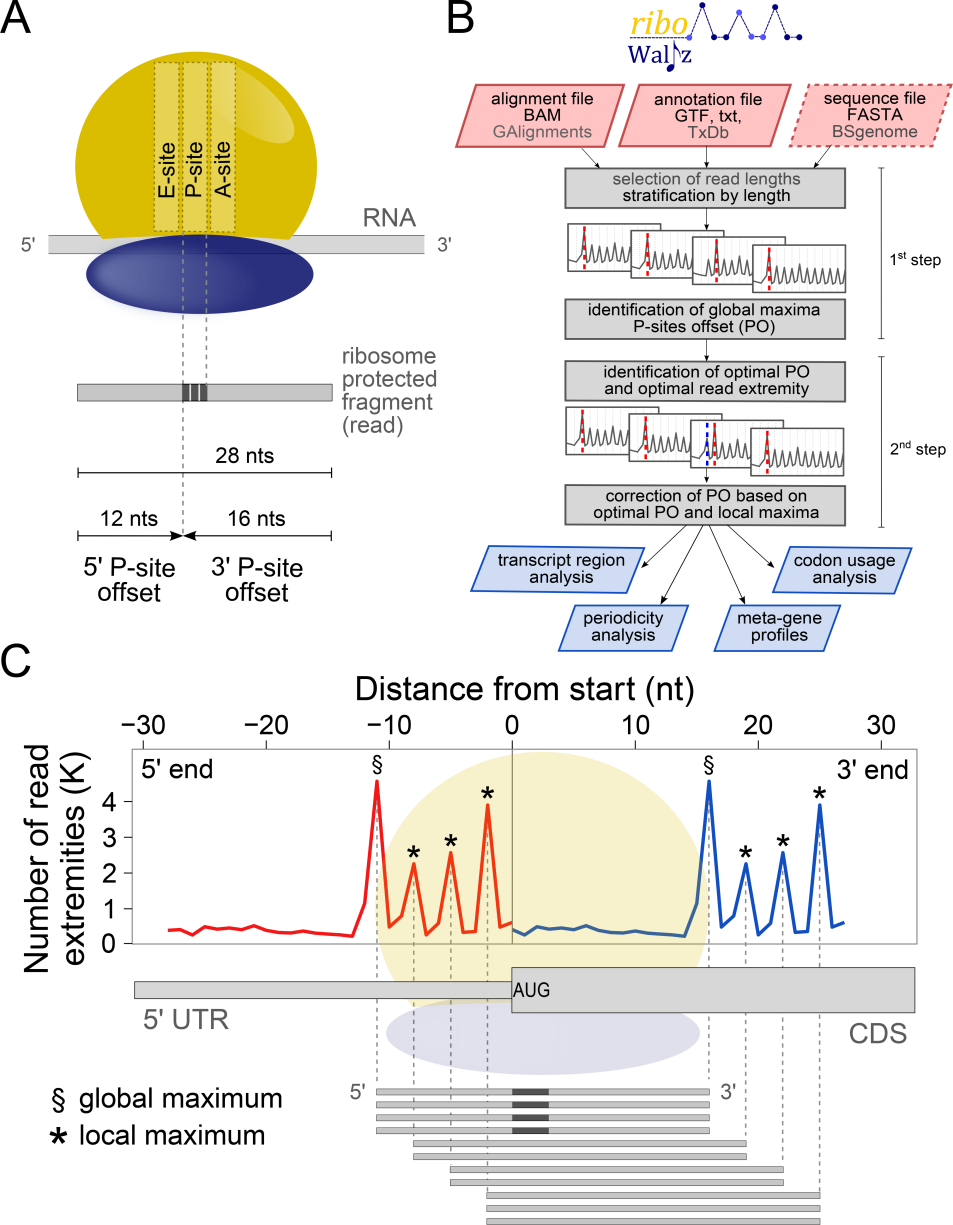
(**A**) Schematic representation of the P-site offset. Two offsets can be defined, one for each extremity of the read. (**B**) Flowchart representing the basic steps of riboWaltz, the input requirements and the outputs. (**C**) An example of ribosome occupancy profile obtained from the alignment of the 5’ and the 3’ end of reads around the start codon (reads length, 28 nucleotides) is superimposed to the schematic representations of a transcript, a ribosome positioned on the translation initiation site (TIS) and a set of reads used for generating the profiles.

Accurate determination of the PO is a crucial step to verify the trinucleotide periodicity of ribosomes along coding regions [1,17], derive reliable translation initiation and elongation rates [18,19], accurately estimate codon usage bias and translation pauses [15,20–23], and reveal novel translated regions in known protein coding transcripts or ncRNAs [8,24,25].

Typically, the PO is defined as a constant number of nucleotides from either the 3' or 5' end of reads, independently from their length (**Fig 1A**) [26]. This approach may lead to an inaccurate detection of the P-site’s position owing to potential offset variations associated with the length of the reads due to different ribosome conformations [16], non-translating ribosomes [27], nuclease digestion biases [15] and sequencing biases [2]. This problem is frequently resolved by selecting subsets of reads with defined length [28,29]. As such, this procedure removes from the analysis reads that are potentially derived from fragments associated to alternative conformations of the ribosome [30,31] and characterized by shorter or longer lengths [16]. Recently, computational tools have been developed to assist with RiboSeq analysis and P-site localization; examples are Plastid [32] and RiboProfiling [33]. Both tools compute the PO after stratifying the reads in bins, according to their length. However, each bin is treated independently, possibly leading to excessive variability of the offsets across bins.

Here, we describe the development of riboWaltz, an R package aimed at computing the PO for all reads from single or multiple RiboSeq samples. Taking advantage of a two-step algorithm, where offset information is passed through populations of reads with different length to maximize the offset coherence, riboWaltz computes with extraordinary precision the PO and shows higher accuracy and specificity of P-site positions than the other methods. riboWaltz provides the user with a variety of graphical representations, laying the foundations for further accurate RiboSeq analyses and better interpretation of positional information.

## Design and implementation

### Input acquisition and processing

riboWaltz is an R package that requires two mandatory input data files: 1) alignment files, in BAM format or as GAlignments objects in R, ideally from transcriptome alignments of RiboSeq reads, and; 2) transcript annotation files, in GTF/GFF3 format or provided as TxDb objects in R. Alternatively, annotation can also be provided as a tab separated text file containing minimal transcript annotation: the length of the transcripts and of their annotated coding sequences and UTRs (**Fig 1B**). Optionally, a third file containing transcript sequence information in FASTA format can be provided as input to perform P-site specific codon sequence analysis. The user is also free to specify a genome build and the corresponding BSGenome object in R will be used for sequence retrieval (**Fig 1B**).

riboWaltz acquires BAM files and converts them into BED files utilizing the *bamtobed* function of the BEDTools suite [34].

### Selection of read lengths

Different lengths of RPFs may derive from alternative ribosome conformations [16,30,31]. Therefore, the researcher should be free to modify the tolerance for the selection of the read length according to the aim of the experiment. For this reason, riboWaltz has multiple options for treating read lengths: i) all read lengths are included in the analysis (all-inclusive mode) ii) only read lengths specified by the user are included (manual mode); iii) only read lengths satisfying a periodicity threshold are included in the analysis (periodicity threshold mode). The user can change the desired threshold (the default is 50%). This mode enables the removal of all the reads without periodicity, similarly to other approaches [10,35].

### Identification of the P-site position

The identification of the P-site, defined by the position of its first nucleotide within the reads, is based on reads aligning across annotated translation initiation sites (TIS or start codon), as proposed by [1]. It is known that the P-site of the reads protected by ribosomes in translation initiation corresponds exactly to the start codon. Thus the P-site offset can be defined as the distance between the extremities of the reads and the start codon itself. After the identification of the P-site for the reads aligning on the TIS, the POs corresponding to each length are assigned to each read of the dataset.

riboWaltz specifically infers the PO in two-steps. First, riboWaltz groups the reads mapping on the TIS according to their length. Each group of reads with a specific length (L) corresponds to a bin. To avoid biases in PO calculation, reads whose extremities are too close to the start codon (9 nucleotides by default) are discarded from the computation of the PO. This parameter, called “flanking length” (FL), can be set by the user. Next, for each length bin, riboWaltz generates the occupancy profiles of read extremities, i.e. the number of 5’ and 3’ read ends in the region around the start codon (**Fig 1C**). For each bin, temporary 5’ and 3’ POs (tPO_L_) are defined as the distances between the first nucleotide of the TIS and the nucleotide corresponding to the global maximum found in the profiles of the 5’ and the 3’ end at the left and at the right of the start codon, respectively (**Fig 1C**). Therefore, considering the occupancy profile as a function *f* of the nucleotide position *x* with respect to the TIS, the temporary 5’ and 3’ POs for each length bin are such that:

$$f({-5\prime tPO}_{L})\geq f(x)\;\forall x\in [-L+FL,-FL]$$

$$f({3\prime tPO}_{L})\geq f(x)\;\forall x\in [FL-1,L-FL-1]$$

The two sets of length-specific temporary POs are defined as:

$$5\prime tPO=\{{5^{\prime }tPO}_{L_{min}},\ldots ,{5^{\prime }tPO}_{L_{max}}\}$$

$$3\prime tPO=\{{3^{\prime }tPO}_{L_{min}},\ldots ,{3^{\prime }tPO}_{L_{max}}\}$$

where *L*_*min*_ and *L*_*max*_ are the minimum and the maximum length of the reads, respectively.

Next, to each read (R) mapping on the TIS the temporary POs corresponding to its length is assigned, obtaining two sets of read-specific tPOs:

$${5^{\prime }tPO}_{R}=\{{5^{\prime }tPO}_{R_{1}},\ldots ,{5^{\prime }tPO}_{R_{N}}\}$$

$${3^{\prime }tPO}_{R}=\{{3^{\prime }tPO}_{R_{1}},\ldots ,{3^{\prime }tPO}_{R_{N}}\}$$

where N is the number of reads mapping on the TIS.

Despite good estimation of P-site positions, artifacts may arise from either the small number of reads with a specific length or the presence of reads from ribosomes nearby the TIS, but not translating the first codon. In other words, the offset estimated independently from the global maximum of each read length is not necessarily always the best choice. In fact, while the most abundant population of reads are less subjected to the above mentioned biases and show consistent tPOs (see **S1–S12 Text**), this approach can produce high variability in tPO_L_ values of reads differing in only one nucleotide in length, especially across length bins with low number of reads.

To minimize this problem, riboWaltz exploits the most frequent tPO (optimal PO: oPO) associated to the predominant bins as a reference value for correcting the temporary POs of smaller bins. Briefly, the correction step defines for each length bin a new PO based on the local maximum, whose distance from the TIS is the closest to the oPO. The complete procedure is illustrated below.

The optimal PO at either 5’ or 3’ extremities (optimal extremity) are chosen as reference points to adjust the other tPOs. The optimal PO is selected between the two modes of read specific tPO sets (*Mode*(5′*tPO*_*R*_) and *Mode*(3′*tPO*_*R*_)) as the one with the highest frequency.

$$oPO≔\left\{ \begin{array}{l} Mode({5^{\prime }tPO}_{R})\;if\;frequency(Mode({5^{\prime }tPO}_{R}))\geq frequency(Mode({3^{\prime }tPO}_{R}))\\ Mode({3^{\prime }tPO}_{R})\;if\;frequency(Mode({5^{\prime }tPO}_{R}))<frequency(Mode({3^{\prime }tPO}_{R})) \end{array}\right.$$

Note that this step also selects the optimal extremity to calculate the corrected PO.

The correction step is specific for each bin length and works as follows: if the offset associated to a bin is equal to the optimal PO, no changes are made. Otherwise, i) the local maxima of the occupancy profiles are extracted; ii) the distances between the first nucleotide of the TIS and each local maxima is computed; iii) the corrected PO is defined as the distance in point ii) that is closest to the optimal PO. Summarizing, given the set of local maxima positions (LMP) of the occupancy profile for the optimal extremity, the corrected PO for reads of length L (*cPO*_*L*_) satisfies the following condition:

$${cPO}_{L}-oPO=\underset{x\in \mathrm{LMP}}{\min}\left(x-oPO\right)$$

### Output

riboWaltz returns three data structures that can be used for multiple downstream analysis workflows (**Fig 1B**). The first is a list of sample-specific data frames containing for each read i) the position of the P-site (identified by the first nucleotide of the codon) with respect to the beginning of the transcript; ii) the distance between the P-site and both the start and the stop codon of the coding sequence; iii) the region of the transcript (5' UTR, CDS, 3' UTR) where the P-site is located and iv) the sequence of the triplet covered by the P-site, if a sequence file is provided as input. The second data structure is a data frame with the percentage of reads aligning across the start codon (if any) and along the whole transcriptome, stratified by sample and read length. Moreover, this file includes the P-site offsets from both the 5’ and 3’ extremities before and after the optimization (5' tPO_L_, 3' tPO_L_, 5' cPO_L_, 3' cPO_L_ values). The third data structure is a data frame containing, for each transcript, the number of estimated in-frame P-sites on the CDS. This data frame can be used to estimate transcript-specific translation levels and to perform differential analysis comparing multiple samples in different conditions.

In addition, riboWaltz provides several graphical outputs based on the widely used “ggplot2” package. riboWaltz plots are described in more detail in the Results section. All graphical outputs are returned as lists containing objects of class “ggplot”, further customizable by the user, and data frames containing the source data for the plots.

## Results

### riboWaltz overview

To illustrate the functionalities of riboWaltz, we analyzed seven ribosome profiling datasets in yeast, mouse and human samples (see **Figs 2 and 3** and **S1–S13 Figs**).

**Fig 2:**
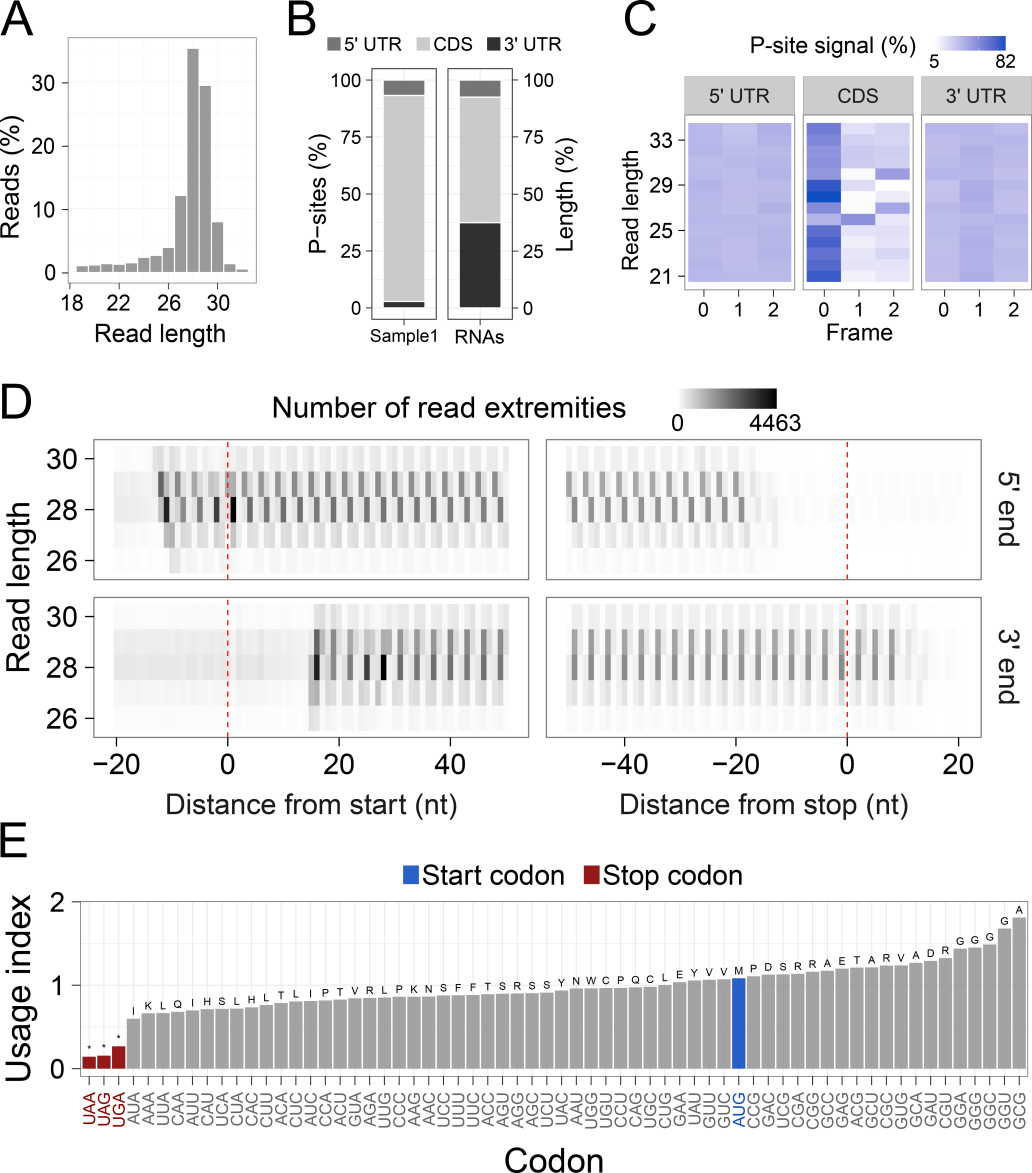
(**A**) Distribution of the read lengths. (**B**) Left, percentage of P-sites in the 5’ UTR, CDS and 3’ UTR of mRNAs from ribosome profiling data. Right, percentage of region lengths in mRNAs sequences. (**C**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR, stratified for read length. (**D**) Example of meta-gene heatmap reporting the signal associated to the 5’ end (upper panel) and 3’ end (lower panel) of the reads aligning around the start and the stop codon for different read lengths. (**E**) Codon usage analysis based on in-frame P-sites. The codon usage index is calculated as the frequency of in-frame P-sites along the coding sequence associated to each codon, normalized for codon frequency in sequences. The amino-acids corresponding to the codons are displayed above each bar. All panels were obtained from ribosome profiling of whole mouse brain (GSE102318).

**Fig 3:**
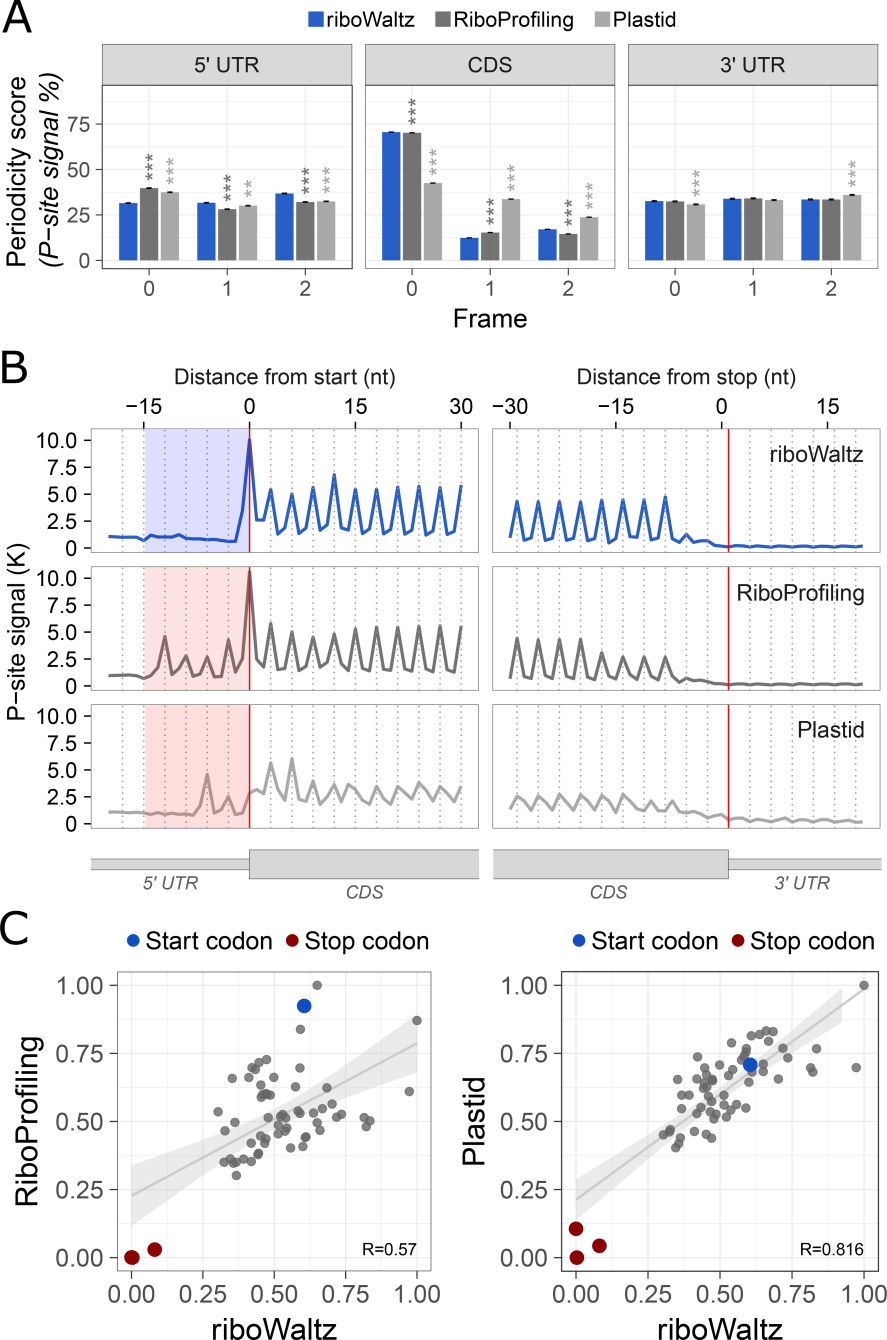
(**A**) Percentage of P-sites in the three frames (Periodicity score) along the 5’ UTR, CDS and 3’ UTR from ribosome profiling performed in mouse brain (GSE102318). The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: ** < 0.01, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained by using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz. (**C**) Comparison between the codon usage index based on in-frame P-sites from riboWaltz and RiboProfiling (left panel) and between the codon usage index based on in-frame P-sites from riboWaltz and Plastid (right panel). The length of the reads ranges from 19 up to 38 nucleotides (see Table 1) with the optimal PO used in the correction step of riboWaltz being 16 nucleotides from the 3’ end.

riboWaltz integrates several graphical functions that provide multiple types of output results. First, the distribution of the length of the reads (**Fig 2A**): this is a useful preliminary inspection tool to understand the contribution of each bin to the final P-site determination, and eventually decide to remove certain bin from further analyses. Second, the percentage of P-sites located in the 5’ UTR, CDS and 3’ UTR regions of mRNAs compared to a uniform distribution weighted on region lengths, which simulates random P-site positioning along mRNAs (**Fig 2B**). This analysis is a good way to verify the expected enrichment of ribosome signal in the CDS. Third, to understand to which extent the obtained P-sites result in codon periodicity in the CDS, riboWaltz produces for every read group a plot with the percentage of P-sites in the three possible translation reading frames (periodicity analysis) for 5’ UTR, CDS and 3’ UTR (**Fig 2C**). Fourth, riboWaltz returns for every read length the meta-gene read density heatmap for both the 5’ and 3’ extremities of the reads (**Fig 2D**). This plot provides an overview of the occupancy profiles used for P-site determination and allows the visual inspection of PO values reliability. Fifth, to understand what codons display higher or lower ribosome density, riboWaltz provides the user with the analysis of the empirical codon usage, i.e. the frequency of in-frame P-sites along the coding sequence codon by codon, normalized for the frequency of each codon in the sequences (**Fig 2E**). Indeed, the comparison of these values in different biological conditions can be of great help to unravel possible defects in ribosome elongation at specific codons or aa-tRNAs use. Finally, single transcripts profiles and meta-gene profiles based on P-site position can be generated (**Fig 3B, top row** see **S1–S13 Figs** for examples) with multiple options: i) combining multiple replicates applying convenient scale factors provided by the user, ii) considering each replicate separately, or iii) selecting a subsets of reads with defined length.

### Comparison with other tools

We tested riboWaltz on multiple ribosome profiling datasets in different model organisms: yeast (*S*. *cerevisiae*, [16,36]), mouse (mESC, [37]; whole brain, GSE102318) and human samples (Hek-293 [26]; MCF-7, GSE111866) and compared riboWaltz, RiboProfiling (v1.2.2, [33]) and Plastid (v0.4.5, [32]). Both Plastid and RiboProfiling compute the P-site offset considering the highest peak in the profile of reads mapping around the translation initiation site (TIS). 

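MCF-7 is a human breast carcinoma cell line that carries the oestrogen receptor and keeps features of luminal epithelium. All 30 luminal and oestrogen receptor genes listed in advance had at least 100 counts in the RNA-seq library of these cells. KRT8 and KRT18, the paired keratins of simple epithelia, had 18027 and 8788 counts in the ribosome profiling library and 91693 and 50387 counts in the RNA-seq library. ESR1, which encodes the oestrogen receptor, had 621 and 9463 counts, and TFF1, one of its targets, had 1730 and 9403 counts. Of 22 genes of basal, mesenchymal and stromal cells, 12 reached 100 RNA-seq counts, the highest being FN1, which encodes fibronectin, with 2129. Of 15 genes of blood, liver and endothelium, 1 did so (PECAM1, with 126).
The data set holds 1 ribosome profiling library and 1 RNA-seq library, both made from the cytoplasm of cycloheximide-treated cells after nuclei and mitochondria had been spun down. Cycloheximide stalls elongating ribosomes, and nuclease digestion then leaves the stretches of RNA that a ribosome covers. Neither library has a replicate, so no spread between samples can be given, and the intervals below are exact Clopper-Pearson intervals at 95% that cover counting error only. They take each read as an independent draw, so repeated reads of the same fragment make them too narrow. The authors deposited whole-number counts per Ensembl transcript, for 196471 transcripts of 58581 genes. These add up to 7277362 counts in the ribosome profiling library and 23046047 in the RNA-seq library. Of 19560 protein-coding genes, 10388 had at least 100 ribosome profiling counts and 11387 had at least 100 RNA-seq counts. For the ribosome profiling reads, S13 Text describes trimming with Trimmomatic, removal of reads from rRNAs and tRNAs and alignment to the transcriptome with Bowtie2. The submitters' processing notes name GRCh38.p3 for both libraries, and the filters applied to the RNA-seq reads are not given in the sources used here.
Transcripts annotated as protein-coding, other than the mitochondrial ones, took 45.8% of the ribosome profiling counts (interval 45.7% to 45.8%) and 45.7% of the RNA-seq counts (45.7% to 45.7%). Long noncoding transcripts took 27.8% of the ribosome profiling counts (27.8% to 27.8%) and 3.30% of the RNA-seq counts (3.29% to 3.31%). These shares were 13.8% and 4.11% when the 10 features with the most counts in each library were left out of both libraries. A single transcript, RP11-473M20.16, which is annotated as a long intergenic noncoding RNA, held 7.91% of all ribosome profiling counts. The abundant noncoding RNAs 7SL, which belongs to the signal recognition particle, 7SK, RPPH1 and RMRP, with their related copies, held 27.8% of the RNA-seq counts (27.8% to 27.8%) and 0.25% of the ribosome profiling counts (0.246% to 0.253%), or 10.1% and 0.113% without the top features of both libraries. The 10 transcripts with the most counts took 23.0% of the ribosome profiling library and 21.1% of the RNA-seq library. Ratios between the libraries were formed from transcript counts summed per gene and scaled by these totals, so features that fill a library lower the scaled level of all other genes in it.

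**Figure D1:**
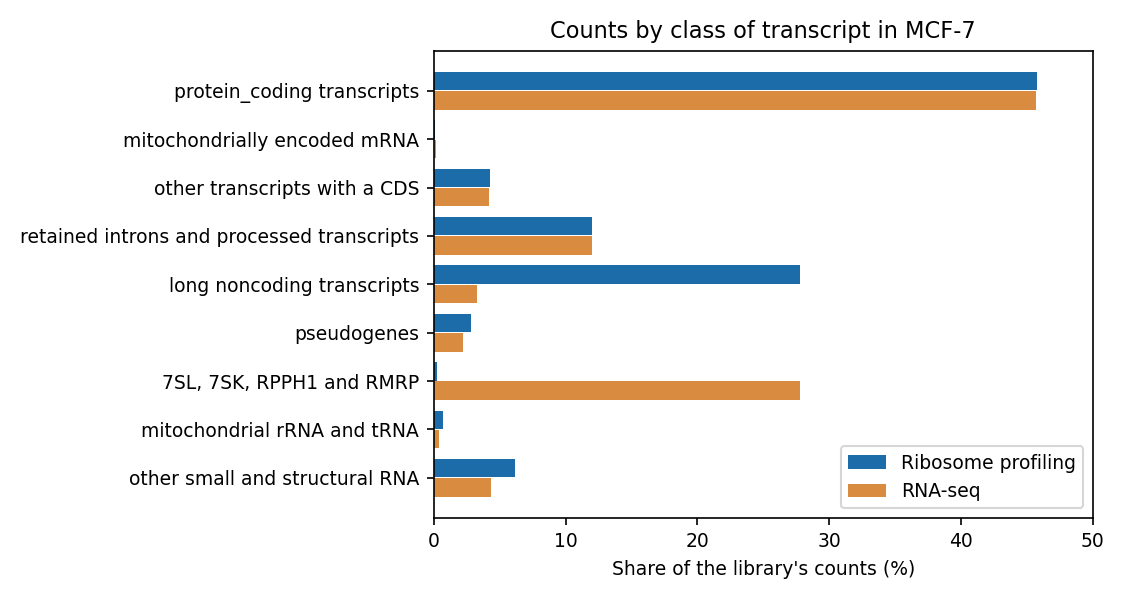
Share of counts (%, horizontal axis) by class of transcript (vertical axis) in the ribosome profiling and RNA-seq libraries of MCF-7, 1 library each. Protein-coding transcripts take 45.8% and 45.7%, long noncoding transcripts 27.8% and 3.30%, and 7SL, 7SK, RPPH1 and RMRP 0.25% and 27.8%.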

Differently from RiboProfiling, Plastid considers only the signal from the 5’ end of the read and imposes a default threshold for the minimum number of reads required for the computation. If this requirement is not met, Plastid will use a "default" constant offset value. **Table 1** and **S1–S6 Texts** contain the P-site offset comparison between the three tools, while **Table 2** and **S7–S12 Texts** provide additional details on the offsets computed by riboWaltz. The three tools were run using default settings. The comparisons for single datasets are displayed in **Fig 3** and in **S1–S6 Figs**, while the summary and the evaluation of the comparisons for all the datasets are displayed in **Fig 4**.

**Table 1:** Comparison of the P-site offsets identified for each read length by riboWaltz, RiboProfiling and Plastid in mouse (GSE102318).

Read length	riboWaltz		RiboProfiling		Plastid	
	from 5’ end	from 3’ end	from 5’ end	from 3’ end	from 5’ end	from 3’ end
**19**	2	16	2	16	13	5
**20**	4	15	4	15	13	6
**21**	4	16	4	16	13	7
**22**	5	16	5	16	13	8
**23**	6	16	6	16	13	9
**24**	7	16	7	16	13	10
**25**	8	16	1	25	13	11
**26**	10	15	10	15	13	12
**27**	10	16	10	16	13	13
**28**	11	16	1	28	5	22
**29**	12	16	12	16	13	15
**30**	12	17	10	19	35	6
**31**	13	17	20	50	13	17
**32**	15	16	15	16	13	18
**33**	16	16	17	15	13	19
**34**	17	16	17	16	13	20
**35**	18	16	18	16	13	21
**36**	16	19	19	16	13	22
**37**	20	16	22	58	13	23
**38**	21	16	15	22	13	24

The POs computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 16 nucleotides from the 3’ end.

**Table 2:** Comparison between temporary and corrected P-site offsets identified by riboWaltz in mouse (GSE102318).

**Read** **length**	**Number of reads (%)**	**Temporary P-site offset**		**Corrected P-site offset**	
		from 5’	from 3’	from 5’	from 3’
**19**	0.888	2	16	2	16
**20**	0.986	4	15	4	15
**21**	1.203	4	16	4	16
**22**	1.113	5	16	5	16
**23**	1.335	6	16	6	16
**24**	2.191	7	16	7	16
**25**	2.494	8	16	8	16
**26**	3.743	10	15	10	15
**27**	11.891	10	16	10	16
**28**	34.943	11	16	11	16
**29**	29.125	12	16	12	16
**30**	7.771	12	17	12	17
**31**	1.194	11	19	13	17
**32**	0.365	15	16	15	16
**33**	0.235	16	16	16	16
**34**	0.164	17	16	17	16
**35**	0.115	18	16	18	16
**36**	0.087	10	25	16	19
**37**	0.057	20	16	20	16
**38**	0.034	21	16	21	16

The POs computed from both read extremities are reported. The optimal PO used in the correction step correspond to 16 nucleotides from the 3’ end.

To evaluate the three methods, we considered two performance scores. First, we estimated the percentage of P-sites with correct frame within the CDS region (Periodicity score). The higher this measure, the better the performance. 

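In the MCF-7 ribosome profiling library, Plastid offsets moved 99.6% of the reads to another reading frame than the corrected offsets of riboWaltz, and RiboProfiling offsets moved 36.4%. These shares were computed here from the offsets that S2 Text gives for each read length, weighted by the share of reads of that length in S8 Text. They cover the 24 read lengths from 20 to 45 nucleotides listed in both, which hold 95.3% of the reads. Offsets that differ by 3 nucleotides or a multiple of it leave a P-site in the same frame. Plastid placed 13 nucleotides between the 5' end and the P-site at every length, whereas riboWaltz placed 11 at each length from 20 to 30 nucleotides. The paper states that Plastid falls back on a default offset where too few reads are found. A single value at every length may be that default rather than an estimate from these reads. RiboProfiling gave the offset of riboWaltz for 37.1% of the reads, an offset that lay whole codons away for 26.5%, and an offset in another frame for the others. Among reads of 28 to 30 nucleotides, 100% of the Plastid P-sites and 0% of the RiboProfiling P-sites lay in another frame. Against the temporary offsets of riboWaltz, before its correction step, 94.4% of the Plastid and 18.2% of the RiboProfiling P-sites did so. Part of the RiboProfiling share thus depends on that correction. For MCF-7, the Periodicity scores that the paper reports in Table 3 are 57.90 for riboWaltz, 52.13 for RiboProfiling and 14.52 for Plastid. The deposited counts carry no read positions, so the scores themselves were not recomputed. The paper takes a higher share of P-sites in the correct frame as better performance, and reasons from these scores over the 7 datasets.

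**Figure D2:**
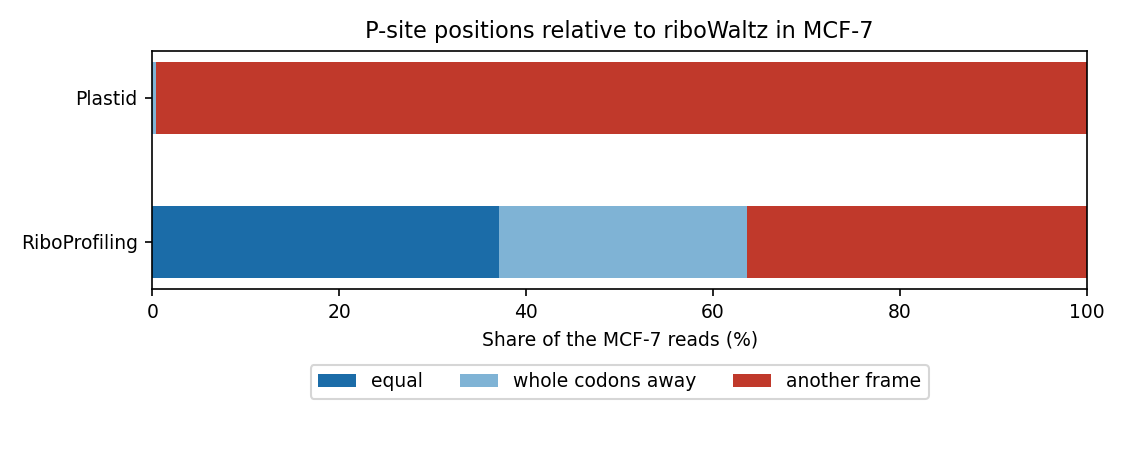
Share of the MCF-7 reads (%, horizontal axis) whose P-site under RiboProfiling or Plastid (vertical axis) equals that of riboWaltz after correction, lies whole codons away from it, or lies in another frame. For RiboProfiling the shares are 37.1%, 26.5% and 36.4%, and for Plastid 99.6% lie in another frame.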

For RiboWaltz and RiboProfiling, this measure was comparable in almost all datasets, while Plastid performed worse (see **Fig 3A** and **S1–S6A Figs** for individual examples, **Fig 4A** and **Table 3** for a resume. The median values are: riboWaltz: 57.07; RiboProfiling: 51.45; Plastid: 39.04).

**Fig 4:**
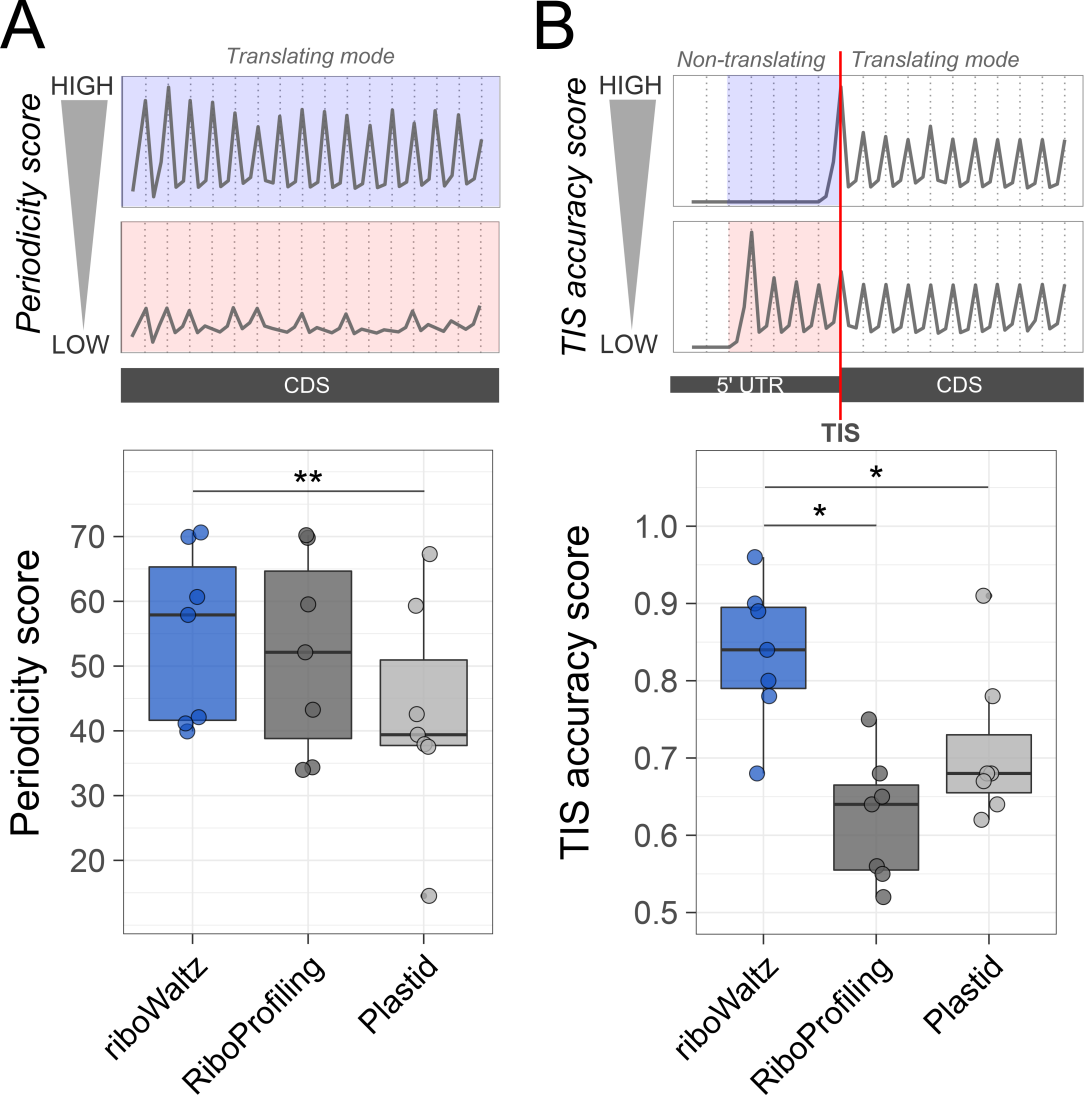
(**A**) Comparison of the percentage of P-sites in frame 0 (Periodicity score) along the coding sequence and (**B**) comparison of the average TIS accuracy score based on P-sites identification by riboWaltz, RiboProfiling and Plastid. Both panels display the results obtained from 7 datasets (2 yeast, 3 mouse and 2 human), each dataset represented by a dot. Statistical significances from paired one-tailed Wilcoxon–Mann–Whitney test are shown (* P<0.05, ** P<0.01).

**Table 3:** Summary and comparison of the percentage of P-sites in frame 0 along the coding sequence (Periodicity score) based on P-sites identification by riboWaltz, RiboProfiling and Plastid.

Organism	Reference	Mean % of P-site in frame 0			Statistical significance	
		riboWaltz	Ribo Profiling	Plastid	riboWaltz vs RiboProfiling	riboWaltz vs Plastid
**Yeast**	Lareau et al., 2014 [16]	42.11	43.26	39.40	5.90·10^−4^ ***	8.99·10^−21^ ***
**Yeast**	Beaupere et al., 2017 [36]	69.95	69.80	67.29	0.0046 **	5.40·10^−124^ ***
**Mouse**	This publication (GSE102318)	70.63	70.21	42.58	1.12·10^−7^ ***	< 1·10^−324^ ***
**Mouse** (IP RPL10)	Shi et al., 2017 [37]	39.91	34.37	37.94	< 1·10^−324^ ***	2.15·10^−125^ ***
**Mouse** (IP RPL22)	Shi et al., 2017 [37]	41.15	33.97	37.54	< 1·10^−324^ ***	4.39·10^−277^ ***
**Human**	Gao et al., 2015 [26]	60.67	59.53	59.31	2.37·10^−15^ ***	1.27·10^−15^ ***
**Human**	This publication (GSE111866)	57.90	52.13	14.52	5.89·10^−191^ ***	< 1·10^−324^ ***

The values obtained from 7 datasets (2 yeast, 3 mouse and 2 human) are shown, together with the statistical significances from two-tailed Wilcoxon–Mann–Whitney test (P-value:

* < 0.05

** < 0.01

*** < 0.001).

Next, we took into consideration the meta-profiles. In all datasets riboWaltz displayed a neat periodicity uniquely in the CDS (**Fig 3B** and **S1–S6B Figs**), with almost no signal along the UTRs, neither in the proximity of the start nor of the stop codons. By contrast, both Plastid and RiboProfiling generated a shift toward the 5’ UTR in the beginning of the periodic region (**Fig 3B** and **S1–S6B Figs**). 

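In MCF-7, the offsets of RiboProfiling in S2 Text placed the P-site upstream of the riboWaltz P-site for 51.1% of the reads, those of 12 of the 24 read lengths, and downstream for 11.7%, those of 7 lengths. Against the temporary offsets of riboWaltz, before its correction step, these shares were 31.4% and 18.1%. Reads of 28 nucleotides, 13.4% of the library, had an offset of -13 from the 5' end against 11 in riboWaltz, which is 24 nucleotides farther upstream and in the same frame. Reads of 20 nucleotides were placed 12 nucleotides farther upstream, and reads of 23 and 25 nucleotides 12 and 14 nucleotides farther downstream. Weighted by read shares, the mean displacement of RiboProfiling was -4.07 nucleotides, the minus sign meaning toward the 5' UTR. Plastid placed the P-site downstream of the riboWaltz P-site for 99.9% of the reads, by 2 nucleotides at lengths of 20 to 30 and by 1 nucleotide at lengths of 31 to 33. It lay upstream only at lengths of 41, 42 and 45 nucleotides, which held 0.0714% of the reads. Its mean displacement was 1.93 nucleotides, toward the coding sequence, with a single offset at every length that may be its default. These displacements compare offsets between tools and do not measure the meta-profiles of S2 Fig, for which read positions are needed. The paper also measures the shift with its TIS accuracy score, which is lower where more periodic signal lies before the start codon. For MCF-7 it reports 0.80 for riboWaltz, 0.65 for RiboProfiling and 0.64 for Plastid.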

The presence of periodic peaks in the 5’UTR is undoubtedly a source of biological inaccuracy, conflicting with basic concepts in translation. In fact, outside the coding sequence, ribosomes are generally in non-translating mode. Translation can indeed occur outside the CDS, with upstream ORFs being the most documented examples. Nonetheless, occasional translation outside the CDS is unlikely to affect the codon periodicity in 5’ UTR regions, especially when metagene plots are anchored on the annotated AUG start codons. The presence of prominent codon periodicity in the 5’UTR in this latter case most likely results from a technical mistake, such as the inaccurate computation of the P-site offset. To quantify this effect, we determined a “TIS accuracy score”, comparing the amount of periodic signal in a local window before and after the translation initiation site. Considering the occupancy profile as a function *f* of the nucleotide position *x* with respect to the TIS, the TIS accuracy score is defined as follows:

$$TIS\;accuracy\;score≔\frac{\sum_{\left\{x\in [0,14]:3|x\right\}}f(x)}{\sum_{\left\{x\in [-15,14]:3|x\right\}}f(x)}$$

In the ideal scenario, this score should be equal to 1, meaning that the periodicity can be detected only within the CDS region. Lower scores are associated with a progressive increase of periodicity in the 5’UTR, indicative of ribosome mislocalization. Importantly, riboWaltz shows significantly higher TIS accuracy scores with respect to both RiboProfiling and Plastid (median values: 0.84, 0.62, 0.71 respectively. See **Fig 4B** and **Table 4** for a resume).

**Table 4:** Summary and comparison of the average TIS accuracy score based on P-sites identification by riboWaltz, RiboProfiling and Plastid.

Organism	Reference	Average TIS accuracy score			Statistical significance	
		riboWaltz	Ribo Profiling	Plastid	riboWaltz vs RiboProfiling	riboWaltz vs Plastid
**Yeast**	Lareau et al., 2014 [16]	0.90	0.75	0.91	6.0 ·10^−45^ ***	0.6817
**Yeast**	Beaupere et al., 2017 [36]	0.96	0.56	0.68	< 1·10^−324^ ***	< 1·10^−324^ ***
**Mouse**	This publication (GSE102318)	0.89	0.65	0.68	< 1·10^−324^ ***	< 1·10^−324^ ***
**Mouse** (IP RPL10)	Shi et al., 2017 [37]	0.68	0.56	0.67	1.5 ·10^−98^ ***	0.9015
**Mouse** (IP RPL22)	Shi et al., 2017 [37]	0.78	0.52	0.79	< 1·10^−324^ ***	0.0013 **
**Human**	Gao et al., 2015 [26]	0.84	0.68	0.62	3.4 ·10^−221^ ***	< 1·10^−324^ ***
**Human**	This publication (GSE111866)	0.80	0.65	0.64	3.2 ·10^−78^ ***	1.1 ·10^−50^ ***

The values obtained from 7 datasets (2 yeast, 3 mouse and 2 human) are shown, together with the statistical significances from two-tailed Wilcoxon–Mann–Whitney test (P-value:

* < 0.05

** < 0.01

*** < 0.001).

The correct localization of ribosomes is a crucial step for obtaining estimations of the codon usage and for any downstream analyses. Empirical codon usage determination is a popular analysis for ribosome profiling data, and it is equally important for the biological interpretation of results and for the development of reliable mathematical models of translation [20–22,38–40]. To highlight the differences arising in codon usage after the identification of the P-site using different approaches, we compared codon usage values across each dataset analysed using riboWaltz, RiboProfiling and Plastid (**Fig 3C** and **S1–S6C Figs**). The results show correlation values ranging from 0.075 to 0.999. This analysis is a descriptive evaluation of the difference between riboWaltz and the other tools in computing the codon usage, depending on the different approach used for the P-site determination.

In summary we show that the choice of the strategy for P-site positioning has a strong impact on downstream analyses and that riboWaltz is a more reliable tool for the identification of P-site offsets and the positional analysis of ribosome profiling data.

## Availability and future directions

riboWaltz identifies with high precision the position of ribosome P-sites from ribosome profiling data. By improving on other currently-available approaches, riboWaltz can assist with the detailed interrogation of ribosome profiling data, providing precise information that may lay the groundwork for further positional analyses and new biological discoveries.

riboWaltz is written in the R programming language, and is compatible with Linux, Mac, or Windows PCs. riboWaltz depends on multiple R packages such as GenomicFeatures for handling GTF/GFF3 files, Biostrings, BSgenome and GenomicAlignments for dealing with sequence data and ggplot2 for data visualization. Furthermore, to easily handle datasets with several millions of reads preserving a high efficiency in terms of RAM usage and running-time, riboWaltz employs an enhanced version of data frames provided by the data.table package. Installation instructions for the dependencies are provided in the manual.

riboWaltz is an Open-Source software package that can be extended in future releases to include other analysis methods as they are developed. Source code for riboWaltz is distributed under the MIT license and is available at the following GitHub repository: https://github.com/LabTranslationalArchitectomics/riboWaltz. The package includes the R implementation of riboWaltz, data used in this article, extensive documentation and a stable release.

## Supporting information

S1 Fig (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR from ribosome profiling in Hek-293 (Gao et al., 2015). The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained by using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz. (**C**) Comparison between the codon usage index based on in-frame P-sites from riboWaltz and RiboProfiling (left panel) and between the codon usage index based on in-frame P-sites from riboWaltz and Plastid (right panel). The length of the reads ranges from 25 up to 34 nucleotides (see Table 1) with the optimal PO used in the correction step of riboWaltz being 12 nucleotides from the 5’ end.
(TIF)

S2 Fig (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR from ribosome profiling in MCF-7 (GSE111866). The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: * < 0.05, ** < 0.01, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained by using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz. (**C**) Comparison between the codon usage index based on in-frame P-sites from riboWaltz and RiboProfiling (left panel) and between the codon usage index based on in-frame P-sites from riboWaltz and Plastid (right panel). The length of the reads ranges from 20 to 45 nucleotides (see S2 Text) with the optimal PO used in the correction step of riboWaltz being 11 nucleotides from the 5’ end.
(TIF)

S3 Fig (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR from ribosome profiling in mouse after immunoprecipitation of ribosomes using the ribosomal protein RPL10 as tag (Shi et al. 2017). The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: * < 0.05, ** < 0.01, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained by using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz. (**C**) Comparison between the codon usage index based on in-frame P-sites from riboWaltz and RiboProfiling (left panel) and between the codon usage index based on in-frame P-sites from riboWaltz and Plastid (right panel). The length of the reads ranges from 19 up to 50 nucleotides (see S3 Text) with the optimal PO used in the correction step of riboWaltz being 11 nucleotides from the 5’ end.
(TIF)

S4 Fig (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR from ribosome profiling in mouse after immunoprecipitation of ribosomes using the ribosomal protein RPL22 as tag (Shi et al. 2017). The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: * < 0.05, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained by using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz. (**C**) Comparison between the codon usage index based on in-frame P-sites from riboWaltz and RiboProfiling (left panel) and between the codon usage index based on in-frame P-sites from riboWaltz and Plastid (right panel). The length of the reads ranges from 19 up to 50 nucleotides (see S2 Text) with the optimal PO used in the correction step of riboWaltz being 11 nucleotides from the 5’ end.
(TIF)

S5 Fig (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR from ribosome profiling in yeast (Beaupere et al., 2017). The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: * < 0.05, ** < 0.01, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained by using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz. (**C**) Comparison between the codon usage index based on in-frame P-sites from riboWaltz and RiboProfiling (left panel) and between the codon usage index based on in-frame P-sites from riboWaltz and Plastid (right panel). The length of the reads ranges from 20 to 46 nucleotides (see S5 Text), with the optimal PO used in the correction step of riboWaltz being 15 nucleotides from the 3’ end.
(TIF)

S6 Fig (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR from ribosome profiling in yeast (Lareau et al., 2014). The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: * < 0.05, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained by using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz. (**C**) Comparison between the codon usage index based on in-frame P-sites from riboWaltz and RiboProfiling (left panel) and between the codon usage index based on in-frame P-sites from riboWaltz and Plastid (right panel). The length of the reads ranges from 21 to 40 nucleotides (see S6 Text) with the optimal PO used in the correction step of riboWaltz being 13 nucleotides from the 5’ end.
(TIF)

S7 Fig Performance of riboWaltz compared with RiboProfiling and Plastid in mouse brain tissue (GSE102318) using reads with a length of 27, 28 and 29 nucleotides. (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR. The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: * < 0.05, ** < 0.01, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz.
(TIF)

S8 Fig Performance of riboWaltz compared with RiboProfiling and Plastid in Hek-293 cells (Gao et al., 2015) using reads with a length of 27, 28 and 29 nucleotides. (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR. The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz.
(TIF)

S9 Fig Performance of riboWaltz compared with RiboProfiling and Plastid in MCF-7 cells (GSE111866) using reads with length of 28, 29 and 30 nucleotides. (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR. The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: * < 0.05, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz.
(TIF)

S10 Fig Performance of riboWaltz compared with RiboProfiling and Plastid in mouse after immunoprecipitation of ribosomes using the ribosomal protein RPL10 as tag (Shi et al. 2017) using reads with length of 29, 30 and 31 nucleotides. (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR. The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: * < 0.05, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz.
(TIF)

S11 Fig Performance of riboWaltz compared with RiboProfiling and Plastid in in mouse after immunoprecipitation of ribosomes using the ribosomal protein RPL22 as tag (Shi et al. 2017) using reads with length of 28, 29 and 30 nucleotides. (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR. The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz.
(TIF)

S12 Fig Performance of riboWaltz compared with RiboProfiling and Plastid in yeast (Beaupere et al., 2017) using reads with a length of 27, 28 and 29 nucleotides. (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR. The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: ** < 0.01, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz.
(TIF)

S13 Fig Performance of riboWaltz compared with RiboProfiling and Plastid in yeast (Lareau et al., 2014) using reads with a length of 28, 29 and 30 nucleotides. (**A**) Percentage of P-sites in the three frames along the 5’ UTR, CDS and 3’ UTR. The statistical significances from two-tailed Wilcoxon–Mann–Whitney test comparing RiboProfiling and Plastid with respect to riboWaltz are reported (P-value: ** < 0.01, *** < 0.001). (**B**) Meta-profiles showing the periodicity of ribosomes along the transcripts at the genome-wide scale. The three metaprofiles are based on the P-site identification obtained using riboWaltz, RiboProfiling and Plastid. The shaded areas to the left of the start codon highlight the shift of the periodicity toward the 5’ UTR that is absent in the case of data analysed using riboWaltz.
(TIF)

S1 Text Comparison of P-site offsets identified for each read length by riboWaltz, RiboProfiling and Plastid in human (Hek-293, Gao et al., 2015). The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 12 nucleotides from the 5’ end.
(DOCX)

S2 Text Comparison of P-site offsets identified for each read length by riboWaltz, RiboProfiling and Plastid in human (MCF-7, GSE111866). The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 11 nucleotides from the 5’ end.

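An offset counted from the 5' end is the number of nucleotides of the read that precede the first nucleotide of the P-site, and an offset counted from the 3' end is the number that follow it. The 2 offsets and the P-site nucleotide itself add up to the read length, which holds for each tool at all 24 read lengths of S2 Text. A negative offset puts the P-site outside the read. RiboProfiling did so at 8 read lengths, which held 31.8% of the reads of these lengths, and riboWaltz and Plastid at 0. RiboProfiling used 19 different offsets from the 5' end, between -14 and 48 nucleotides, riboWaltz used 6, between 10 and 23, and Plastid used 1. At read lengths of 21, 22, 24, 27 and 29 nucleotides, with 40.7% of the reads of the library, RiboProfiling placed the P-site 17 nucleotides from the 3' end.

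**Figure D3:**
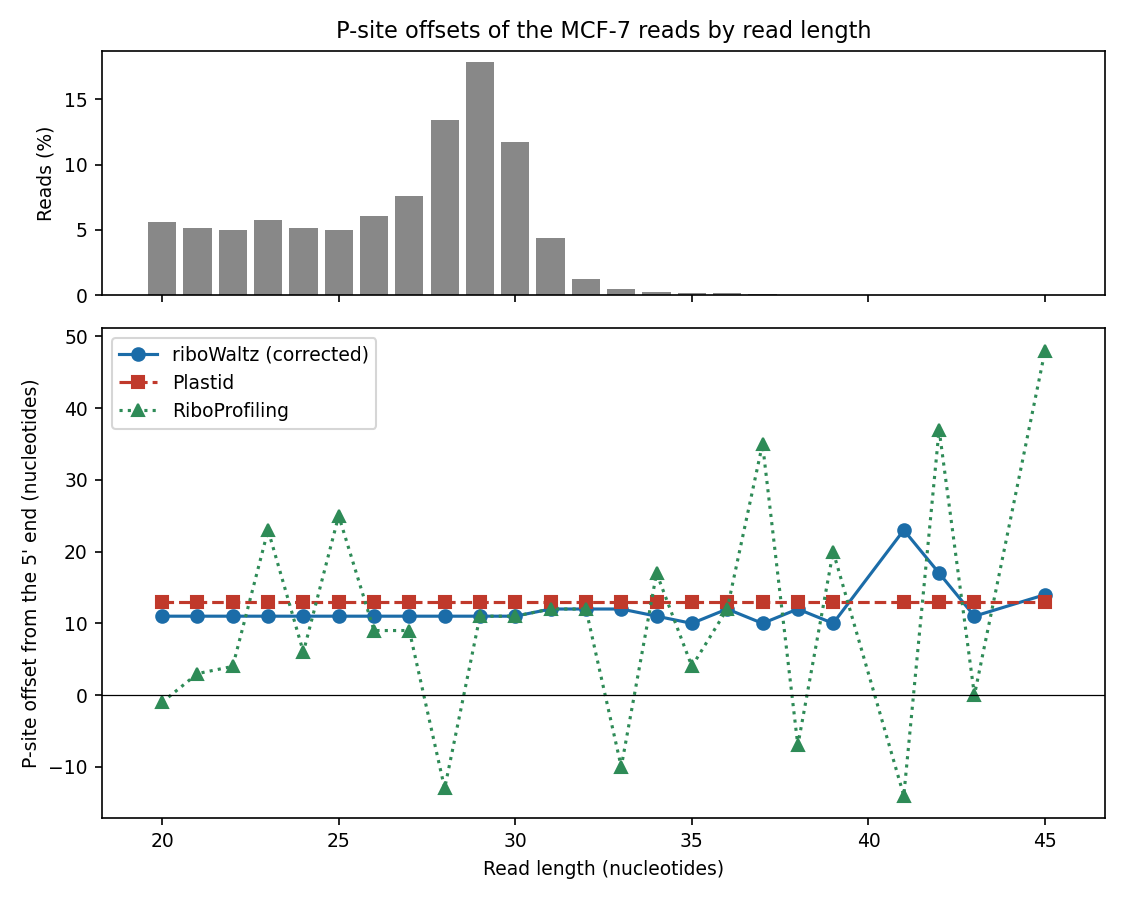
Top, share of the MCF-7 reads (%) at each read length (nucleotides). Bottom, P-site offset from the 5' end (nucleotides) at each read length for riboWaltz after correction, Plastid and RiboProfiling. Plastid stays at 13, riboWaltz at 11 for lengths of 20 to 30, and RiboProfiling ranges from -14 to 48.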

(DOCX)

S3 Text Comparison of P-site offsets identified for each read length by riboWaltz, RiboProfiling and Plastid in mouse (after pull-down of RLP10, Shi et al. 2017). The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 11 nucleotides from the 5’ end.
(DOCX)

S4 Text Comparison of P-site offsets identified for each read length by riboWaltz, RiboProfiling and Plastid in mouse (after pull-down of RLP22, Shi et al. 2017). The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 11 nucleotides from the 5’ end.
(DOCX)

S5 Text Comparison of P-site offsets identified for each read length by riboWaltz, RiboProfiling and Plastid in yeast (Beaupere et al., 2017). The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 15 nucleotides from the 3’ end.
(DOCX)

S6 Text Comparison of P-site offsets identified for each read length by riboWaltz, RiboProfiling and Plastid in yeast (Lareau et al., 2014). The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 13 nucleotides from the 5’ end.
(DOCX)

S7 Text Comparison between temporary and corrected P-site offsets identified by riboWaltz in human (Hek-293, Gao et al., 2015). The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 12 nucleotides from the 5’ end.
(DOCX)

S8 Text Comparison between temporary and corrected P-site offsets identified by riboWaltz in human (MCF-7, GEO111866). The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 11 nucleotides from the 5’ end.

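The read lengths of S8 Text run from 20 to 45 nucleotides and cover 95.3% of the MCF-7 reads. The most frequent length was 29 nucleotides, with 17.8% of the reads, and lengths of 28 to 30 nucleotides together held 42.9%. Shorter reads, of 20 to 27 nucleotides, held 45.3%, and reads of 34 nucleotides and over held 0.970%. The temporary offset is the one found from the reads around the start codon for each length separately. It was 11 nucleotides from the 5' end at 7 lengths, with 64.4% of the reads, and 17 nucleotides from the 3' end at 8 lengths, with 42.0%, the length of 29 nucleotides counting in both. At each length from 24 to 27 nucleotides, which held 23.8% of the reads, the temporary offset was 17 from the 3' end and the correction set it to 11 from the 5' end. This moved the P-site downstream by 5, 4, 3 and 2 nucleotides for reads of 24, 25, 26 and 27 nucleotides. Over all lengths the correction changed the offset at 14 of 25 lengths, with 24.6% of the reads, and changed the frame at 8 of them, with 18.3% of the reads.

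**Figure D4:**
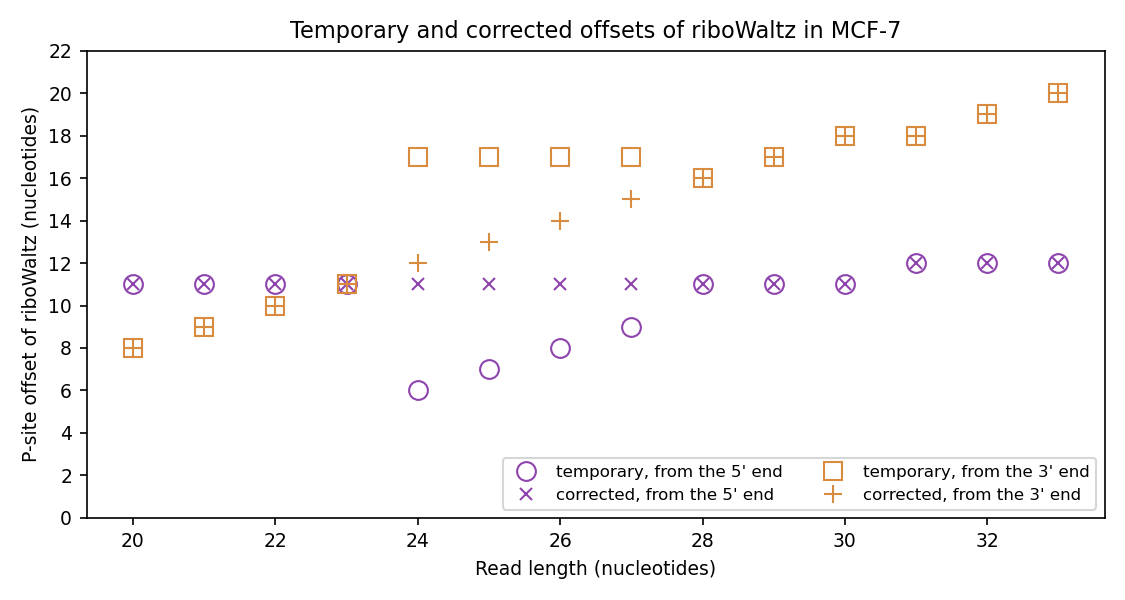
P-site offset of riboWaltz (nucleotides, vertical axis) by read length (nucleotides, horizontal axis, up to 33) in MCF-7, before and after the correction, counted from each end of the read. Between 24 and 27 nucleotides the temporary offsets lie at 17 from the 3' end and the corrected ones at 11 from the 5' end.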

(DOCX)

S9 Text Comparison between temporary and corrected P-site offsets identified by riboWaltz in mouse (after pull-down of RLP10, Shi et al. 2017). The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 11 nucleotides from the 5’ end.
(DOCX)

S10 Text Comparison between temporary and corrected P-site offsets identified by riboWaltz in mouse (after pull-down of RLP22, Shi et al. 2017). The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 11 nucleotides from the 5’ end.
(DOCX)

S11 Text Comparison between temporary and corrected P-site offsets identified by riboWaltz in yeast (Beaupere et al., 2017). The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 15 nucleotides from the 3’ end.
(DOCX)

S12 Text Comparison between temporary and corrected P-site offsets identified by riboWaltz in yeast (Lareau et al., 2014). The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 13 nucleotides from the 5’ end.
(DOCX)

S13 Text Supplementary methods.

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S1 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 12 nucleotides from the 5’ end.

| **Read length** | **riboWaltz** | | **RiboProfiling** | | **Plastid** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | from 5’ end | from 3’ end | from 5’ end | from 3’ end | from 5’ end | from 3’ end |
| **25** | 12 | 12 | 0 | 24 | 3 | 21 |
| **26** | 12 | 13 | 12 | 13 | 12 | 13 |
| **27** | 12 | 14 | 12 | 14 | 12 | 14 |
| **28** | 12 | 15 | 3 | 24 | 6 | 21 |
| **29** | 12 | 16 | 12 | 16 | 6 | 22 |
| **30** | 12 | 17 | 12 | 17 | 12 | 17 |
| **31** | 13 | 17 | 9 | 21 | 9 | 21 |
| **32** | 13 | 18 | 10 | 21 | 7 | 24 |
| **33** | 12 | 20 | 12 | 20 | 50 | 18 |
| **34** | 15 | 18 | 17 | 16 | 13 | 20 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S2 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 11 nucleotides from the 5’ end.

| **Read length** | **riboWaltz** | | **RiboProfiling** | | **Plastid** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | from 5’ end | from 3’ end | from 5’ end | from 3’ end | from 5’ end | from 3’ end |
| **20** | 11 | 8 | -1 | 20 | 13 | 6 |
| **21** | 11 | 9 | 3 | 17 | 13 | 7 |
| **22** | 11 | 10 | 4 | 17 | 13 | 8 |
| **23** | 11 | 11 | 23 | -1 | 13 | 9 |
| **24** | 11 | 12 | 6 | 17 | 13 | 10 |
| **25** | 11 | 13 | 25 | -1 | 13 | 11 |
| **26** | 11 | 14 | 9 | 16 | 13 | 12 |
| **27** | 11 | 15 | 9 | 17 | 13 | 13 |
| **28** | 11 | 16 | -13 | 40 | 13 | 14 |
| **29** | 11 | 17 | 11 | 17 | 13 | 15 |
| **30** | 11 | 18 | 11 | 18 | 13 | 16 |
| **31** | 12 | 18 | 12 | 18 | 13 | 17 |
| **32** | 12 | 19 | 12 | 19 | 13 | 18 |
| **33** | 12 | 20 | -10 | 42 | 13 | 19 |
| **34** | 11 | 22 | 17 | 16 | 13 | 20 |
| **35** | 10 | 24 | 4 | 30 | 13 | 21 |
| **36** | 12 | 23 | 12 | 23 | 13 | 22 |
| **37** | 10 | 26 | 35 | 1 | 13 | 23 |
| **38** | 12 | 25 | -7 | 44 | 13 | 24 |
| **39** | 10 | 28 | 20 | 18 | 13 | 25 |
| **41** | 23 | 17 | -14 | 54 | 13 | 27 |
| **42** | 17 | 24 | 37 | 4 | 13 | 28 |
| **43** | 11 | 31 | 0 | 42 | 13 | 29 |
| **45** | 14 | 30 | 48 | -4 | 13 | 31 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S3 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 11 nucleotides from the 5’ end.

| **Read length** | **riboWaltz** | | **RiboProfiling** | | **Plastid** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | from 5’ end | from 3’ end | from 5’ end | from 3’ end | from 5’ end | from 3’ end |
| 19 | 10 | 8 | -1 | 19 | 13 | 5 |
| 20 | 11 | 8 | -1 | 20 | 13 | 6 |
| 21 | 11 | 9 | -1 | 21 | 13 | 7 |
| 22 | 10 | 11 | -1 | 22 | 13 | 8 |
| 23 | 11 | 11 | -1 | 23 | 13 | 9 |
| 24 | 11 | 12 | -1 | 24 | 13 | 10 |
| 25 | 10 | 14 | -1 | 25 | 13 | 11 |
| 26 | 11 | 14 | -1 | 26 | 13 | 12 |
| 27 | 11 | 15 | -1 | 27 | 13 | 13 |
| 28 | 10 | 17 | -1 | 28 | 13 | 14 |
| 29 | 11 | 17 | -1 | 29 | 13 | 15 |
| 30 | 11 | 18 | -1 | 30 | 13 | 16 |
| 31 | 10 | 20 | -1 | 31 | 13 | 17 |
| 32 | 11 | 20 | -1 | 32 | 13 | 18 |
| 33 | 12 | 20 | -1 | 33 | 13 | 19 |
| 34 | 10 | 23 | -1 | 34 | 13 | 20 |
| 35 | 11 | 23 | -1 | 35 | 13 | 21 |
| 36 | 12 | 23 | -1 | 36 | 13 | 22 |
| 37 | 11 | 25 | -1 | 37 | 13 | 23 |
| 38 | 11 | 26 | -1 | 38 | 13 | 24 |
| 39 | 10 | 28 | -1 | 39 | 13 | 25 |
| 40 | 11 | 28 | -1 | 40 | 13 | 26 |
| 41 | 13 | 27 | -1 | 41 | 13 | 27 |
| 42 | 11 | 30 | -1 | 42 | 13 | 28 |
| 43 | 14 | 28 | -1 | 43 | 13 | 29 |
| 44 | 11 | 32 | -1 | 44 | 13 | 30 |
| 45 | 12 | 32 | -1 | 45 | 13 | 31 |
| 46 | 13 | 32 | -1 | 46 | 13 | 32 |
| 47 | 11 | 35 | -1 | 47 | 13 | 33 |
| 48 | 11 | 36 | -1 | 48 | 13 | 34 |
| 49 | 12 | 36 | -1 | 49 | 13 | 35 |
| 50 | 12 | 37 | -1 | 50 | 13 | 36 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S4 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 11 nucleotides from the 5’ end.

| **Read length** | **riboWaltz** | | **RiboProfiling** | | **Plastid** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | from 5’ end | from 3’ end | from 5’ end | from 3’ end | from 5’ end | from 3’ end |
| **19** | 12 | 6 | -1 | 19 | 13 | 5 |
| **20** | 11 | 8 | -1 | 20 | 13 | 6 |
| **21** | 12 | 8 | -1 | 21 | 13 | 7 |
| **22** | 11 | 10 | -1 | 22 | 13 | 8 |
| **23** | 10 | 12 | -1 | 23 | 13 | 9 |
| **24** | 9 | 14 | -1 | 24 | 13 | 10 |
| **25** | 10 | 14 | -1 | 25 | 13 | 11 |
| **26** | 10 | 15 | -1 | 26 | 13 | 12 |
| **27** | 11 | 15 | -1 | 27 | 13 | 13 |
| **28** | 10 | 17 | -1 | 28 | 13 | 14 |
| **29** | 11 | 17 | -1 | 29 | 13 | 15 |
| **30** | 11 | 18 | -1 | 30 | 13 | 16 |
| **31** | 10 | 20 | -1 | 31 | 13 | 17 |
| **32** | 11 | 20 | -1 | 32 | 13 | 18 |
| **33** | 12 | 20 | -1 | 33 | 13 | 19 |
| **34** | 10 | 23 | -1 | 34 | 13 | 20 |
| **35** | 10 | 24 | -1 | 35 | 13 | 21 |
| **36** | 10 | 25 | -1 | 36 | 13 | 22 |
| **37** | 10 | 26 | -1 | 37 | 13 | 23 |
| **38** | 10 | 27 | -1 | 38 | 13 | 24 |
| **39** | 11 | 27 | -1 | 39 | 13 | 25 |
| **40** | 10 | 29 | -1 | 40 | 13 | 26 |
| **41** | 11 | 29 | -1 | 41 | 13 | 27 |
| **42** | 11 | 30 | -1 | 42 | 13 | 28 |
| **43** | 7 | 35 | -1 | 43 | 13 | 29 |
| **44** | 10 | 33 | -1 | 44 | 13 | 30 |
| **45** | 16 | 28 | -1 | 45 | 13 | 31 |
| **46** | 11 | 34 | -1 | 46 | 13 | 32 |
| **47** | 11 | 35 | -1 | 47 | 13 | 33 |
| **48** | 11 | 36 | -1 | 48 | 13 | 34 |
| **49** | 11 | 37 | -1 | 49 | 13 | 35 |
| **50** | 11 | 38 | -1 | 50 | 13 | 36 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S5 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 15 nucleotides from the 3’ end.

| **Read length** | **riboWaltz** | | **RiboProfiling** | | **Plastid** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | from 5’ end | from 3’ end | from 5’ end | from 3’ end | from 5’ end | from 3’ end |
| **20** | 11 | 8 | -23 | 42 | 13 | 6 |
| **21** | 8 | 12 | -10 | 30 | 13 | 7 |
| **22** | 11 | 10 | 19 | 2 | 13 | 8 |
| **23** | 7 | 15 | -29 | 51 | 13 | 9 |
| **24** | 8 | 15 | -10 | 33 | 13 | 10 |
| **25** | 9 | 15 | 18 | 6 | 13 | 11 |
| **26** | 10 | 15 | -17 | 42 | 13 | 12 |
| **27** | 11 | 15 | 2 | 24 | 38 | -12 |
| **28** | 12 | 15 | 3 | 24 | 9 | 18 |
| **29** | 13 | 15 | 13 | 15 | 10 | 18 |
| **30** | 13 | 16 | -8 | 37 | 24 | 5 |
| **31** | 15 | 15 | -22 | 52 | 13 | 17 |
| **32** | 16 | 15 | -27 | 58 | 13 | 18 |
| **33** | 14 | 18 | 11 | 21 | 13 | 19 |
| **34** | 18 | 15 | -19 | 52 | 13 | 20 |
| **35** | 16 | 18 | -47 | 81 | 13 | 21 |
| **37** | 12 | 24 | -34 | 70 | 13 | 23 |
| **38** | 20 | 17 | -24 | 61 | 13 | 24 |
| **40** | 22 | 17 | 20 | 19 | 13 | 26 |
| **41** | 15 | 25 | 27 | 13 | 13 | 27 |
| **42** | 23 | 18 | -1 | 42 | 13 | 28 |
| **43** | 23 | 19 | -31 | 73 | 13 | 29 |
| **44** | 21 | 22 | 6 | 37 | 13 | 30 |
| **46** | 30 | 15 | -15 | 60 | 13 | 32 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S6 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step of riboWaltz corresponds to 13 nucleotides from the 5’ end.

| **Read length** | **riboWaltz** | | **RiboProfiling** | | **Plastid** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | from 5’ end | from 3’ end | from 5’ end | from 3’ end | from 5’ end | from 3’ end |
| **21** | 12 | 8 | 12 | 8 | 12 | 8 |
| **22** | 13 | 8 | 50 | 71 | 13 | 8 |
| **23** | 13 | 9 | 2 | 20 | 13 | 9 |
| **24** | 13 | 10 | 22 | 45 | 13 | 10 |
| **25** | 13 | 11 | 9 | 15 | 13 | 11 |
| **26** | 12 | 13 | 44 | 69 | 13 | 12 |
| **27** | 13 | 13 | 10 | 36 | 13 | 13 |
| **28** | 12 | 15 | 12 | 15 | 12 | 15 |
| **29** | 13 | 15 | 13 | 15 | 12 | 16 |
| **30** | 12 | 17 | 12 | 17 | 12 | 17 |
| **31** | 13 | 17 | 13 | 17 | 13 | 17 |
| **32** | 14 | 17 | 14 | 17 | 13 | 18 |
| **33** | 14 | 18 | 43 | 75 | 13 | 19 |
| **34** | 15 | 18 | 3 | 36 | 13 | 20 |
| **35** | 10 | 24 | 5 | 39 | 13 | 21 |
| **36** | 13 | 22 | 11 | 24 | 13 | 22 |
| **37** | 15 | 21 | 12 | 48 | 13 | 23 |
| **38** | 14 | 23 | 23 | 60 | 13 | 24 |
| **39** | 22 | 16 | 12 | 26 | 13 | 25 |
| **40** | 7 | 32 | 7 | 32 | 13 | 26 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S7 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 12 nucleotides from the 5’ end.

| Read  length | Number of reads (%) | Temporary P-site offset | | Corrected P-site offset | |
| --- | --- | --- | --- | --- | --- |
|  |  | from 5’ | from 3’ | from 5’ | from 3’ |
| **25** | 7.348 | 9 | 15 | 12 | 12 |
| **26** | 11.329 | 12 | 13 | 12 | 13 |
| **27** | 17.090 | 12 | 14 | 12 | 14 |
| **28** | 23.270 | 12 | 15 | 12 | 15 |
| **29** | 21.291 | 12 | 16 | 12 | 16 |
| **30** | 12.890 | 12 | 17 | 12 | 17 |
| **31** | 4.382 | 13 | 17 | 13 | 17 |
| **32** | 1.872 | 13 | 18 | 13 | 18 |
| **33** | 0.523 | 12 | 20 | 12 | 20 |
| **34** | 0.003 | 18 | 15 | 15 | 18 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S8 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 11 nucleotides from the 5’ end.

| Read  length | Number of reads (%) | Temporary P-site offset | | Corrected P-site offset | |
| --- | --- | --- | --- | --- | --- |
|  |  | from 5’ | from 3’ | from 5’ | from 3’ |
| **20** | 5.583 | 11 | 8 | 11 | 8 |
| **21** | 5.19 | 11 | 9 | 11 | 9 |
| **22** | 4.967 | 11 | 10 | 11 | 10 |
| **23** | 5.752 | 11 | 11 | 11 | 11 |
| **24** | 5.124 | 6 | 17 | 11 | 12 |
| **25** | 4.971 | 7 | 17 | 11 | 13 |
| **26** | 6.058 | 8 | 17 | 11 | 14 |
| **27** | 7.609 | 9 | 17 | 11 | 15 |
| **28** | 13.378 | 11 | 16 | 11 | 16 |
| **29** | 17.802 | 11 | 17 | 11 | 17 |
| **30** | 11.74 | 11 | 18 | 11 | 18 |
| **31** | 4.418 | 12 | 18 | 12 | 18 |
| **32** | 1.28 | 12 | 19 | 12 | 19 |
| **33** | 0.489 | 12 | 20 | 12 | 20 |
| **34** | 0.296 | 16 | 17 | 11 | 22 |
| **35** | 0.206 | 18 | 16 | 10 | 24 |
| **36** | 0.162 | 12 | 23 | 12 | 23 |
| **37** | 0.092 | 19 | 17 | 10 | 26 |
| **38** | 0.055 | 20 | 17 | 12 | 25 |
| **39** | 0.036 | 20 | 18 | 10 | 28 |
| **40** | 0.032 | 29 | 10 | 8 | 31 |
| **41** | 0.029 | 27 | 13 | 23 | 17 |
| **42** | 0.024 | 23 | 18 | 17 | 24 |
| **43** | 0.023 | 29 | 13 | 11 | 31 |
| **45** | 0.015 | 35 | 9 | 14 | 30 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S9 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 11 nucleotides from the 5’ end.

| Read  length | Number of reads (%) | Temporary P-site offset | | Corrected P-site offset | |
| --- | --- | --- | --- | --- | --- |
|  |  | from 5’ | from 3’ | from 5’ | from 3’ |
| **19** | 0.786 | 10 | 8 | 10 | 8 |
| **20** | 0.993 | 11 | 8 | 11 | 8 |
| **21** | 1.1 | 11 | 9 | 11 | 9 |
| **22** | 1.352 | 10 | 11 | 10 | 11 |
| **23** | 1.66 | 11 | 11 | 11 | 11 |
| **24** | 1.836 | 11 | 12 | 11 | 12 |
| **25** | 2.31 | 10 | 14 | 10 | 14 |
| **26** | 3.335 | 11 | 14 | 11 | 14 |
| **27** | 5.187 | 11 | 15 | 11 | 15 |
| **28** | 8.928 | 10 | 17 | 10 | 17 |
| **29** | 12.75 | 11 | 17 | 11 | 17 |
| **30** | 13.845 | 11 | 18 | 11 | 18 |
| **31** | 13.243 | 10 | 20 | 10 | 20 |
| **32** | 10.711 | 11 | 20 | 11 | 20 |
| **33** | 7.299 | 12 | 20 | 12 | 20 |
| **34** | 4.454 | 10 | 23 | 10 | 23 |
| **35** | 2.635 | 11 | 23 | 11 | 23 |
| **36** | 1.606 | 10 | 25 | 12 | 23 |
| **37** | 1.033 | 11 | 25 | 11 | 25 |
| **38** | 0.755 | 11 | 26 | 11 | 26 |
| **39** | 0.594 | 10 | 28 | 10 | 28 |
| **40** | 0.487 | 11 | 28 | 11 | 28 |
| **41** | 0.408 | 13 | 27 | 13 | 27 |
| **42** | 0.342 | 24 | 17 | 11 | 30 |
| **43** | 0.298 | 21 | 21 | 14 | 28 |
| **44** | 0.261 | 32 | 11 | 11 | 32 |
| **45** | 0.233 | 7 | 37 | 12 | 32 |
| **46** | 0.212 | 26 | 19 | 13 | 32 |
| **47** | 0.19 | 31 | 15 | 11 | 35 |
| **48** | 0.163 | 42 | 5 | 11 | 36 |
| **49** | 0.143 | 26 | 22 | 12 | 36 |
| **50** | 0.127 | 18 | 31 | 12 | 37 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S10 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 11 nucleotides from the 5’ end.

| Read  length | Number of reads (%) | Temporary P-site offset | | Corrected P-site offset | |
| --- | --- | --- | --- | --- | --- |
|  |  | from 5’ | from 3’ | from 5’ | from 3’ |
| **19** | 0.417 | 10 | 8 | 12 | 6 |
| **20** | 0.612 | 14 | 5 | 11 | 8 |
| **21** | 0.77 | 6 | 14 | 12 | 8 |
| **22** | 0.96 | 6 | 15 | 11 | 10 |
| **23** | 1.212 | 7 | 15 | 10 | 12 |
| **24** | 1.632 | 6 | 17 | 9 | 14 |
| **25** | 3.161 | 10 | 14 | 10 | 14 |
| **26** | 6.573 | 10 | 15 | 10 | 15 |
| **27** | 10.347 | 11 | 15 | 11 | 15 |
| **28** | 14.896 | 10 | 17 | 10 | 17 |
| **29** | 16.927 | 11 | 17 | 11 | 17 |
| **30** | 14.962 | 11 | 18 | 11 | 18 |
| **31** | 11.147 | 10 | 20 | 10 | 20 |
| **32** | 7.144 | 11 | 20 | 11 | 20 |
| **33** | 4.061 | 12 | 20 | 12 | 20 |
| **34** | 2.185 | 13 | 20 | 10 | 23 |
| **35** | 1.249 | 10 | 24 | 10 | 24 |
| **36** | 0.74 | 10 | 25 | 10 | 25 |
| **37** | 0.448 | 10 | 26 | 10 | 26 |
| **38** | 0.269 | 10 | 27 | 10 | 27 |
| **39** | 0.146 | 21 | 17 | 11 | 27 |
| **40** | 0.077 | 10 | 29 | 10 | 29 |
| **41** | 0.037 | 23 | 17 | 11 | 29 |
| **42** | 0.017 | 11 | 30 | 11 | 30 |
| **43** | 0.006 | 24 | 18 | 7 | 35 |
| **44** | 0.003 | 30 | 13 | 10 | 33 |
| **45** | 0.001 | 36 | 8 | 16 | 28 |
| **46** | 0 | 17 | 28 | 11 | 34 |
| **47** | 0 | NA | NA | 11 | 35 |
| **48** | 0 | NA | NA | 11 | 36 |
| **49** | 0 | 21 | 27 | 11 | 37 |
| **50** | 0 | NA | NA | 11 | 38 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S11 Text — The optimal PO used in the correction step corresponds to 15 nucleotides from the 3’ end.

| Read  length | Number of reads (%) | Temporary P-site offset | | Corrected P-site offset | |
| --- | --- | --- | --- | --- | --- |
|  |  | from 5’ | from 3’ | from 5’ | from 3’ |
| **20** | 0.874 | 13 | 6 | 11 | 8 |
| **21** | 0.932 | 6 | 14 | 8 | 12 |
| **22** | 1.127 | 6 | 15 | 11 | 10 |
| **23** | 1.365 | 7 | 15 | 7 | 15 |
| **24** | 1.551 | 8 | 15 | 8 | 15 |
| **25** | 2.527 | 9 | 15 | 9 | 15 |
| **26** | 8.375 | 10 | 15 | 10 | 15 |
| **27** | 30.555 | 11 | 15 | 11 | 15 |
| **28** | 32.89 | 12 | 15 | 12 | 15 |
| **29** | 15.461 | 13 | 15 | 13 | 15 |
| **30** | 2.878 | 13 | 16 | 13 | 16 |
| **31** | 0.433 | 15 | 15 | 15 | 15 |
| **32** | 0.143 | 11 | 20 | 16 | 15 |
| **33** | 0.08 | 17 | 15 | 14 | 18 |
| **34** | 0.033 | 18 | 15 | 18 | 15 |
| **35** | 0.019 | 16 | 18 | 16 | 18 |
| **37** | 0.008 | 26 | 10 | 12 | 24 |
| **38** | 0.01 | 30 | 7 | 20 | 17 |
| **40** | 0.017 | 17 | 22 | 22 | 17 |
| **41** | 0.022 | 15 | 25 | 15 | 25 |
| **42** | 0.023 | 30 | 11 | 23 | 18 |
| **43** | 0.02 | 25 | 17 | 23 | 19 |
| **44** | 0.019 | 25 | 18 | 21 | 22 |
| **46** | 0.003 | 25 | 20 | 30 | 15 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S12 Text — The PO computed from both read extremities are reported. The optimal PO used in the correction step corresponds to 13 nucleotides from the 5’ end.

| Read  length | Number of reads (%) | Temporary P-site offset | | Corrected P-site offset | |
| --- | --- | --- | --- | --- | --- |
|  |  | from 5’ | from 3’ | from 5’ | from 3’ |
| **21** | 11.8032 | 12 | 8 | 12 | 8 |
| **22** | 11.7396 | 13 | 8 | 13 | 8 |
| **23** | 5.318 | 13 | 9 | 13 | 9 |
| **24** | 2.2055 | 13 | 10 | 13 | 10 |
| **25** | 1.6783 | 11 | 13 | 13 | 11 |
| **26** | 1.528 | 12 | 13 | 12 | 13 |
| **27** | 3.2145 | 11 | 15 | 13 | 13 |
| **28** | 11.8113 | 12 | 15 | 12 | 15 |
| **29** | 16.3201 | 13 | 15 | 13 | 15 |
| **30** | 13.6047 | 12 | 17 | 12 | 17 |
| **31** | 7.9517 | 13 | 17 | 13 | 17 |
| **32** | 2.9854 | 27 | 4 | 14 | 17 |
| **33** | 1.5143 | 27 | 5 | 14 | 18 |
| **34** | 0.0263 | 12 | 21 | 15 | 18 |
| **35** | 0.0258 | 3 | 31 | 10 | 24 |
| **36** | 0.0184 | 11 | 24 | 13 | 22 |
| **37** | 0.0133 | 29 | 7 | 15 | 21 |
| **38** | 0.0101 | 30 | 7 | 14 | 23 |
| **39** | 0.0069 | 22 | 16 | 22 | 16 |
| **40** | 0.0052 | 30 | 9 | 7 | 32 |

# Supplementary material for: riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data
**Source:** PLoS Comput Biol. 2018 Aug 13;14(8):e1006169. doi: 10.1371/journal.pcbi.1006169
**Supplement:** S13 Text

*RiboSeq data processing*

Raw reads were processed by removing 5’ adapters, discarding reads shorter than 20 nucleotides and trimming the first nucleotide (using Trimmomatic v0.36). 

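In the counts deposited for MCF-7, mitochondrial rRNAs and tRNAs still held 53076 ribosome profiling counts, 0.729% of that library (exact 95% interval 0.723% to 0.736%). MT-TV, the mitochondrial valine tRNA, had 23164 of them, and the mitochondrial rRNAs MT-RNR2 and MT-RNR1 had 15582 and 10125. Transcripts annotated as nuclear rRNA held 12246 counts, led by the 5.8S rRNA gene RNA5-8S5 with 2572. This number rests on the annotation alone, and rRNA fragments placed on transcripts of another class would not show in it. In the RNA-seq library MT-TV had 20182 counts and MT-RNR2 had 1715. Removal of ribosomal and transfer RNA reads matters here because nuclease digestion of lysates also cuts the ribosome's own RNA into fragments of the size that a ribosome protects.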

Reads mapping on rRNAs and tRNAs (downloaded from the SILVA rRNA and the Genomic tRNA databases respectively) were removed. The remaining reads were aligned to the organism transcriptome with Bowtie2 (v2.2.6) employing the default settings. 

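By default Bowtie2 reports 1 alignment per read and draws at random among equally good ones, so a read from an exon shared by several isoforms is placed on any of them. Among 8245 protein-coding genes of MCF-7 with several annotated transcripts and at least 100 counts in each library, the transcript with the most counts held a median of 28.4% of its gene's ribosome profiling counts and 31.8% of its RNA-seq counts. The shares of single transcripts within their genes had a Spearman's rho of 0.81 between the libraries, across 89826 transcripts that are not independent of each other. RPLP0, which encodes a protein of the ribosomal stalk, has 27 annotated transcripts, and the leading one held 6.41% of its ribosome profiling counts. EEF1A1, the elongation factor that brings tRNAs to the ribosome, had 3200 ribosome profiling counts, of which the leading transcript held 13.7%. For this reason transcript counts were summed per gene before any comparison, and genes with near-identical copies, such as those of ribosomal proteins and histones, remain uncertain, because their reads can also be placed on the copies.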

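A transcript allows only a limited number of different pairs of read start and read end, and the deposited MCF-7 counts can be set against that number. Pairs of every read length were counted, also those under 20 nucleotides, which S13 Text says were discarded for ribosome profiling. The numbers of pairs are therefore upper bounds, and the numbers of transcripts that exceed them are lower bounds. RP11-473M20.16, a noncoding transcript of 748 nucleotides, allows 280126 pairs and had 575329 ribosome profiling counts. FP671120.6, annotated as a microRNA of 92 nucleotides, allows 4278 pairs and had 126330 counts. In the ribosome profiling library 13 transcripts had more counts than pairs, with 958519 counts or 13.2% of the library. In the RNA-seq library 39 transcripts did, with 25.9% of the counts. RN7SL1, the 7SL RNA of the signal recognition particle, allows 44850 pairs over its 299 nucleotides and had 1189342 RNA-seq counts. The counts on these transcripts therefore include reads that share both ends with another read.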

All reads aligning to the very same region were collapsed to avoid potential PCR duplicates, and only strand-specific reads were kept.

How the deposited data were processed for this re-analysis (not part of the article)

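Ribosome profiling and RNA-seq of MCF-7 cells were analysed, with 1 library of each kind. The authors deposited raw counts per Ensembl transcript in a single table of both libraries, with the class and the lengths of the 5' UTR, CDS and 3' UTR of each transcript. The 3 lengths added up to the transcript length for all 79625 protein-coding transcripts. For ribosome profiling, S13 Text states that adapters were removed, that reads under 20 nucleotides were discarded and the first nucleotide trimmed with Trimmomatic 0.36, that reads from rRNAs and tRNAs were removed, that the others were aligned to the transcriptome with Bowtie2 2.2.6 at default settings, and that reads on the same region were collapsed and only strand-specific reads kept. Whether the deposited counts were made before or after that collapsing is not stated. In the ribosome profiling library 13 transcripts hold more counts than different pairs of read start and end. For these transcripts this argues against counts made after such collapsing. The submitters' processing notes name the same tools, SAMtools and GRCh38.p3 for both libraries. The filters, the strand setting and the counting of the RNA-seq reads are not given in the sources used here, so RNA-seq reads of a gene and of an antisense partner may not be told apart.

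Gene symbols were taken from the transcript names of the table, and 54741 of its 58581 gene IDs (93.4%) were also found in a table of current Ensembl names. Transcript counts were summed per gene. The ratio of the libraries is the log2 of (count + 0.5) over (library total + 1) in ribosome profiling divided by the same in RNA-seq, for genes with at least 100 RNA-seq counts. This ratio is commonly called translational efficiency. With 1 library of each kind no test across samples could be made, and no p-value or count of changed genes is given for genes. Intervals are exact Clopper-Pearson intervals at 95%, and a count of 0 was taken to allow up to 3 counts in either library. Both cover counting error only and take each read as an independent draw. The reads carry no molecular identifiers, so repeated reads of a fragment make both too narrow.

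Before the counts were examined, 22 gene lists, the rule for named genes and all alternatives for the counts but 2 were fixed. The 2 added after the counts had been seen take the ribosome profiling background off and match the random lists on expression and transcript length. The comparison of the offsets and its alternatives were set down after the paper's supplementary tables had been read. The rule took the 15 genes with the most ribosome profiling counts, the 10 highest and 10 lowest ratios among protein-coding genes with at least 100 counts in each library, the 10 genes with the most RNA-seq counts among those with under 4 ribosome profiling counts, from each list the members with the highest ratio, the lowest ratio and the most ribosome profiling counts with up to 1 further member, and RPL10 and RPL22, which the paper names as mouse tags. Other genes are named where a list or class is described, and these were chosen after their values were seen. The lists are ribosomal proteins, translation factors and other TOP mRNAs, mitochondrially encoded mRNAs, mRNAs with regulatory upstream ORFs, long noncoding RNAs, small structural RNAs, histones, luminal genes, basal and stromal genes, blood, liver and endothelial genes, endoplasmic reticulum folding, cytosolic chaperones, glycolysis, oxidative phosphorylation, proteasome, cell cycle, cholesterol synthesis, selenoproteins, antizymes and ferritins, actins and tubulins, immediate early genes, and genes of 17q23 and 20q13. For each list with at least 3 usable members, the median log2 ratio was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. A list was said to stand apart when its median lay below 2.5% or above 97.5% of the random medians, as a description of these libraries.

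On simulated counts with the real totals and RNA-seq levels of 14665 genes, of which 200 were changed 4-fold up or down, the median recovered log2 ratios were 2.00 and -2.02 for true values of 2 and -2. In the same simulation of ribosome profiling over RNA-seq, 95.5% of the intervals held the true ratio, and 5% of 200 random lists of 30 unchanged genes fell outside the central 95%. The simulation held counting noise alone.

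P-site offsets were taken from Tables 1 and 2 and from S1 to S12 Texts, which are the paper's own values. The offsets of each tool were compared with the corrected offsets of riboWaltz length by length and weighted by the paper's shares of reads. The deposited counts are summed over each transcript, so the distribution over UTRs and CDS, the Periodicity score, the TIS accuracy score and codon usage were not recomputed. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The alternatives were other scalings, count minimums, pseudocounts, isoform choices, gene sets, a length correction, other matchings of the random lists, and for the offsets other read lengths, the temporary offsets and the other read end.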

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

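The set of features with far more ribosome profiling counts, the tests of coding sequence and of repeated fragments, and the alternatives with background taken off and with lists matched on length, were chosen only after the counts had been seen. The results below come from the counts per transcript, which the paper does not analyse, and apart from translation no biological explanation was tested for them, because the design holds a single condition.

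Some features had far more ribosome profiling than RNA-seq counts. The 178 genes with a log2 ratio of at least 5 and at least 1000 ribosome profiling counts held 36.0% of that library (exact 95% interval 36.0% to 36.1%) and 0.150% of the RNA-seq library, among them the noncoding RP11-473M20.16 with 575329 and 1465 counts, SLC32A1, the vesicular transporter of inhibitory neurotransmitters, with 87722 and 64, and FOS, an immediate early transcription factor, with 33598 and 161. Of their ribosome profiling counts 26.7% lay on transcripts with an annotated coding sequence. The noncoding members hold most of the counts and have no protein-coding transcript, so this share largely restates which genes are in the set. It shows that most of the counts lie outside transcripts with an annotated coding sequence. It cannot tell whether translation accounts for the counts of the protein-coding members. Of the 115 protein-coding members, 2 (1.74%) overlapped a tRNA gene of the RefSeq table of GRCh38.p14. Among 11299 protein-coding genes with at least 100 RNA-seq counts the share was lower, at 0.212%. Most protein-coding members thus hold no annotated tRNA gene, which argues against such genes as the source for those members alone. The share of counts on the 2 overlapping members was not computed, and sequences that resemble tRNAs were not searched. The noncoding members, which include RP11-473M20.16 and hold most of the counts, were not tested for tRNA genes, so that this explanation stays open for them. Amplification of single fragments may account for the 8 members with more counts than pairs of read start and end, which held 35.1% of the counts of the set, and it stays open for the others, as does translation for the protein-coding members. Pairs of every read length were counted, so the 8 members are a lower bound.

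Ribosome profiling counts also lay on genes with no RNA-seq count. Of 911 such protein-coding genes 93.5% had ribosome profiling counts, with a median of 6.47 per kb of the longest transcript. Genes without a coding transcript and without RNA-seq counts had a median 0.535 times as high (bootstrap 95% interval 0.503 to 0.573), within the range set in advance for reads placed by chance on short matches, which is a candidate explanation close to its lower bound. Translation of mRNAs too rare for the RNA-seq library stays open, because the 190 olfactory receptor genes, which epithelial cells are not known to use, had 0.585 times the density of the other protein-coding genes (interval 0.520 to 0.683), between the values set for and against it.

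The mRNAs of ribosomal proteins had a low ratio of ribosome profiling to RNA-seq counts. The median log2 ratio of 79 members was -2.26, which is -1.17 from the median of the matched random lists and below all 10000 of them, with 74 members below that median (-0.44, above 0.66% of the lists, when lists were matched on RNA-seq counts alone), RPLP0 lowest at -4.20 (interval -4.30 to -4.10) and RPL28 highest at 1.12 (0.99 to 1.25). Summing the genes with their 927 annotated pseudogenes closed 9.87% of the distance (bootstrap 95% interval 4.00% to 22.1%), which argues against reads placed on pseudogenes as the whole source. The distance was -1.06 with lists matched also on transcript length, below all random lists, which argues against short transcripts. With the length-dependent background taken off it was -1.22, again below all random lists. That test cannot decide on a background that lifts weakly expressed genes, because the lists were already matched on mean expression. The background taken off, 6.47 counts per kb, was also small beside counts such as the 796 of RPLP0. Ribosomal protein mRNAs carry a 5' terminal oligopyrimidine motif through which mTOR signalling controls their translation, and whether this or a loss of their short footprints underlies the low ratio stays open and was not tested.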

How the results depend on the processing

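The alternatives with the ribosome profiling background taken off and with random lists matched on expression and transcript length were chosen only after the counts had been seen. The ribosomal protein list kept its direction and stayed below the central 95% of random lists under every alternative, at distances from -1.75 to -0.44. Leaving out the 3 scalings, which shift a list and its random lists alike, 200 of 225 recomputed list values kept their side of that range. Leaving out the 3 gene filters, which leave a gene's own ratio as it is, 537 of 732 recomputed log2 ratios of named genes stayed within their counting interval, 186 left it with the same sign and 9 changed sign. The cause of each change below was not tested. Scaling by the median of ratios raised every log2 ratio by 0.24, leaving out the 10 largest features of each library from both by 0.05. The distribution over UTRs and CDS was not run, because counts per region are missing. No value came from noncoding or mitochondrial lists with nuclear protein-coding genes alone, from noncoding lists with the length correction, or from basal genes with at least 500 counts. No paired analysis was possible because each kind has 1 library. Depth limits genes with few counts most.

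The median log2 ratio of protein-coding genes became -0.11 with the median of ratios, -0.30 without the 10 largest features of each library, 0.19 with at least 10 RNA-seq counts, -0.86 with at least 500, -0.30 with pseudocount 5 and -0.85 with the transcript with the most RNA-seq counts. Spearman's rho became 0.645 (at least 10), 0.423 (at least 500) and 0.434 (top transcript).

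Distances of lists from the random median that changed their side were, with lists matched on RNA-seq counts alone, -0.51 for TOP mRNAs, 1.07 for mitochondrial mRNAs, -0.32 for upstream ORFs, -0.42 for long noncoding RNAs, 0.42 for luminal genes, 0.54 for chaperones (sign changed), 0.67 for glycolysis, 0.43 for oxidative phosphorylation, 0.55 for proteasome, 0.95 for actins and tubulins, 1.02 for immediate early genes and -0.13 for 17q23 and 20q13. Mitochondrial mRNAs moved out to 0.87 (at least 500), 1.40 (top transcript) and 0.97 (matched on length). Histones moved out to -0.83 (length correction) and -0.86 (unmatched), and immediate early genes to 1.13 (at least 10), 0.95 (pseudocount 1) and 0.99 (unmatched). Antizymes and ferritins moved in at 2.30 (at least 10), 1.15 (top transcript) and 2.32 (background off), upstream ORFs at -0.84 (background off), and basal genes at 0.75 with 3 members (top transcript). Lists that stayed inside could still change sign, most of all mitochondrial mRNAs (-0.24, length correction), selenoproteins (-0.46, at least 500, and -0.25, top transcript) and histones (0.45, matched on RNA-seq counts alone).

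Signs changed with the median of ratios for HIST1H4H (0.13), ALDOA (0.18), LDLR (0.0509) and ACTB (0.0451), and with the top transcript for ATF5 (-0.28), HIST1H4H (0.0146), ZEB2 (-0.74), NDUFA3 (-2.38) and OAZ2 (-0.68).

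Counted by gene, the top 10 held 23.7% of the ribosome profiling counts. Without the 10 largest features of each library, left out of both, shares of ribosome profiling and RNA-seq counts were 56.5% and 58.0% for protein-coding transcripts, 13.8% and 4.11% for long noncoding transcripts, 0.113% and 10.1% for 7SL, 7SK, RPPH1 and RMRP, 62.2% and 63.4% for all transcripts with a CDS, and 0.949% and 0.469% for mitochondrial rRNAs and tRNAs.

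With reads of 28 to 30 nucleotides, Plastid P-sites lay in the frame of riboWaltz for 0%, upstream for 0% and downstream for 100% of the reads, and RiboProfiling P-sites for 100%, 31.2% and 0%. With the temporary offsets these were 5.62%, 0.814% and 99.2% for Plastid and 81.8%, 31.4% and 18.1% for RiboProfiling.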

Differences from the paper's values

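The exact paired tests and the comparison of the direction of the offsets were chosen only after the paper's tables had been read.

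The medians that the text gives for the Periodicity and TIS accuracy scores differ from the medians of the columns of Tables 3 and 4 by less than 1.5 times. For the Periodicity score the columns give 57.9 for riboWaltz, 52.13 for RiboProfiling and 39.4 for Plastid, where the paper's text gives 57.07, 51.45 and 39.04. For the TIS accuracy score the columns give 0.84, 0.65 and 0.68, where the paper's text gives 0.84, 0.62 and 0.71. The last values match the means of the columns, 0.836, 0.624 and 0.713, after rounding.

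The paper states that riboWaltz has significantly higher TIS accuracy than both other tools, by a paired one-tailed test over 7 datasets. With the scores as printed in Table 4, riboWaltz was higher than Plastid in 5 datasets and lower in 2, and an exact one-sided paired rank test gave p = 0.0625. Of the 7 differences 3 tie at 0.01 in the printed decimals, and with these ranked in any order the exact p ranged from 0.039 to 0.078. Against RiboProfiling riboWaltz was higher in 7 of 7 datasets, with an exact one-sided p of 0.0078, the smallest that 7 pairs allow. For the Periodicity score the same exact rank test gave p = 0.0078 against Plastid (7 of 7 datasets) and p = 0.0547 against RiboProfiling (6 of 7 datasets).

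The paper states that Plastid and RiboProfiling both shift the start of the periodic region toward the 5' UTR. In the offsets for MCF-7, Plastid placed 99.9% of the reads downstream of the riboWaltz P-site, by a mean of 1.93 nucleotides. Its offset was 13 at every length there, which may be the default it takes where reads are too few. RiboProfiling placed 51.1% upstream, with a mean displacement of -4.07 nucleotides. With the temporary offsets of riboWaltz, 99.2% of the Plastid P-sites lay downstream, and with reads of 28 to 30 nucleotides alone 100%. For RiboProfiling, 31.4% lay upstream and 18.1% downstream with the temporary offsets, and 31.2% and 0% with reads of 28 to 30 nucleotides. For 2 of the other 6 datasets the share of reads that Plastid placed upstream was above the share placed downstream, namely Hek-293 (58.2% against 0.523%) and the yeast data of Lareau et al. (22.7% against 1.70%). For the yeast data of Beaupere et al. the shares were 49.5% and 50.5%, for mouse brain 36.0% and 62.8%, for the RPL10 pull-down 0.300% and 99.1%, and for the RPL22 pull-down 0.00100% and 100%. RiboProfiling placed more reads upstream than downstream in all 6, with 36.9% against 0.00300% in Hek-293, 100% against 0% in each pull-down, 80.7% against 3.70% in the data of Beaupere et al., 29.7% against 0% in those of Lareau et al. and 46.5% against 0.322% in mouse brain. With the signs of the offsets as printed, the shares in the data of Lareau et al. were 11.2% and 18.5%. A displacement of offsets is not the meta-profile itself, which was not analysed here. The paper rests its statement on the meta-profiles and measures the shift with the TIS accuracy score. For MCF-7 that score is 0.80 for riboWaltz and 0.64 for Plastid, lower values standing for more periodic signal in the 5' UTR. The direction of the offsets therefore does not contradict the statement.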

Other observations

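The grouping by RNA-seq level, the check of printed offsets and the comparison of the correction step between datasets were chosen only after the values had been seen, and the test of the frame was set down after the paper's tables had been read but before it was computed.

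Of the 22 gene lists, 21 had enough usable members, and 8 of these had a median log2 ratio of ribosome profiling to RNA-seq counts outside the central 95% of random lists matched on expression. Besides the ribosomal proteins, 5 lay low. Translation factors and other mRNAs with the terminal oligopyrimidine motif had a median of -2.26 over 13 members (percentile 0.12), with EIF4B at -3.94 (interval -4.08 to -3.80) and EEF1A1 at -3.72 (-3.77 to -3.67), while EIF3H stood at 1.99 with 93.2% of its ribosome profiling counts on 1 transcript. Small structural RNAs had a median of -3.78 over 19 members (percentile 0), from RN7SL2, a 7SL RNA, at -10.21 (-10.52 to -9.92) to the spliceosomal RNU5A-1 at 2.68 (2.61 to 2.75). Long noncoding RNAs had a median of -1.43 over 24 members (percentile 0.07). The random lists were drawn mostly from protein-coding genes. All 3278 genes that are not protein-coding and have at least 100 RNA-seq counts had a median of -1.33, so a low ratio was not particular to this list. MALAT1, which is retained in nuclear speckles, had 113 ribosome profiling and 30952 RNA-seq counts (log2 ratio -6.43, interval -6.71 to -6.17), and DLEU2 was the highest at 5.25 (5.07 to 5.46). mRNAs with regulatory upstream ORFs had a median of -1.47 over 10 members (percentile 1.71, or 2.75 and inside the central 95% with the background taken off), with PPP1R15B, a phosphatase subunit that reverses the stress-induced block of initiation, at -2.99 (-3.23 to -2.77). Genes of 17q23 and 20q13, regions amplified in MCF-7, had a median of -1.75 over 14 members (percentile 1.15), with RPS6KB1, the ribosomal protein S6 kinase, at -3.41 (-3.54 to -3.28). The 5 medians were compared with random medians of -1.07, -0.97, -0.50, -0.65 and -1.01 in this order. With random lists matched on RNA-seq counts alone, the small structural RNAs stayed outside the central 95% and the other 4 lists lay inside.

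The other 2 lists lay high. Basal, mesenchymal and stromal genes had a median of 2.18 over 12 members (percentile 100), and 10 further members had fewer than 100 RNA-seq counts. When the transcript with the most RNA-seq counts stood for each gene, 3 members remained and the list lay inside the central 95%, with a distance of 0.75 from the random median in place of 2.35 (percentile 85.9). VIM, the mesenchymal intermediate filament vimentin, had 321 ribosome profiling and 103 RNA-seq counts. Antizymes and ferritins had a median of 1.32 over 4 members (percentile 97.6), just past the limit. The list lay inside with genes of at least 10 RNA-seq counts (percentile 97.2), with the transcript with the most RNA-seq counts per gene (88.7) and with the background taken off (97.1). OAZ1 and OAZ2, whose synthesis needs a programmed frameshift, stood at 1.49 (1.44 to 1.54) and 4.01 (3.89 to 4.15), and FTL, the ferritin light chain, at -1.65 (-1.81 to -1.50). OAZ2 held 96.1% of its ribosome profiling counts on 1 transcript and stood at -0.68 when the transcript with the most RNA-seq counts stood for the gene. Immediate early genes had a median of 0.49 over 13 members (percentile 97.4) and mitochondrially encoded mRNAs 0.07 over 13 (percentile 94.9, or 29.8 with the length correction, which turned the distance from the random median from 0.82 to -0.24), with MT-CO3 lowest at -1.81 (-1.91 to -1.71) and MT-ATP8 highest at 1.14 (0.77 to 1.50). Medians were also within the central 95% for histones (-1.36, percentile 12.8), luminal genes (-0.90, 50.7), endoplasmic reticulum folding (-0.89, 45.0), cytosolic chaperones (-0.98, 49.7), glycolysis (-0.72, 70.5), oxidative phosphorylation (-0.58, 73.1), proteasome (-0.78, 72.0), cell cycle (-0.81, 34.2), cholesterol synthesis (-0.66, 47.3), selenoproteins (0.13, 90.5, or 13.4 and on the other side of the random median with at least 500 RNA-seq counts), and actins and tubulins (-0.44, 81.1). With random lists matched on RNA-seq counts alone, the luminal genes (percentile 98.8), chaperones (99.04), glycolysis (98.9), oxidative phosphorylation (99.9), proteasome (99.9), actins and tubulins (99.4), immediate early genes (98.8) and mitochondrial mRNAs (99.9) lay outside on the high side. Histones lay outside on the low side with unmatched lists (percentile 0.17) and with the length correction (0.11). Among blood, liver and endothelial genes PECAM1 alone was usable, at 2.26 (1.93 to 2.60).

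Genes were also grouped by RNA-seq counts, which are the denominator of the ratio, so that a lower ratio at higher counts follows in part from the grouping itself. Protein-coding genes with at least 100 and under 500 RNA-seq counts had a median log2 ratio of 0.48, those with at least 500 and under 2000 of -0.69, those with at least 2000 and under 10000 of -1.38, and the 129 genes with 10000 or more of -2.17. Over all 11387 protein-coding genes with at least 100 RNA-seq counts the median was -0.35. Its sign depends on the count minimum, with 0.19 at a minimum of 10 RNA-seq counts and -0.86 at 500. Across 14665 genes with at least 100 RNA-seq counts, which are not independent replicates, ribosome profiling and RNA-seq levels had a Spearman's rho of 0.52 and a Pearson's r of 0.42.

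Among protein-coding genes with at least 100 counts in each library, the 10 highest log2 ratios ran from 6.59 for C9orf40 to 10.78 for B4GALNT2, a glycosyltransferase, with 80762 and 145 counts. The lowest were ZNF75A at -6.86 (-7.11 to -6.62) and PLCG2, a phospholipase of immune signalling, at -5.94 (-6.15 to -5.75). In these, 99% and 99.8% of the RNA-seq counts lay on 1 transcript each. The 10 genes with the most RNA-seq counts among those with under 4 ribosome profiling counts had no coding transcript, and RN7SKP230, a copy of 7SK, had 12543 RNA-seq counts and 0 ribosome profiling counts, where a count of 0 allows up to 3. RPL10 and RPL22, whose tagged forms mark the mouse ribosomes of 2 other datasets, stood at -1.71 (-1.80 to -1.63) and -2.34 (-2.52 to -2.17).

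Some offsets printed in the paper do not add up to the read length. In 15 of 486 pairs of 5' and 3' offsets over the 7 datasets, the 2 offsets and the P-site nucleotide differed from the read length, and in all 15 they add up once 1 of the 2 offsets is read as negative. They are in Table 1 (4 pairs of RiboProfiling and 1 of Plastid), in S6 Text (9 of RiboProfiling) and in S1 Text (1 of Plastid). With negative signs restored, 92.0% of the mouse brain reads had RiboProfiling P-sites in the frame of riboWaltz, and with the signs as printed 53.3%.

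A hypothesis is that a tool's Periodicity score falls below that of riboWaltz where its offsets move P-sites to another frame. Over the 7 datasets, the share of reads in the frame of riboWaltz and the tool's score as a percentage of the riboWaltz score had a Spearman's rho of 0.75 for Plastid and 0.75 for RiboProfiling (exact permutation p = 0.0663 for each, 0.0663 after Benjamini-Hochberg adjustment over the 2 relations). Pearson's r was 0.72 for Plastid (exact permutation p = 0.101, adjusted 0.101) and 0.93 for RiboProfiling (exact permutation p = 0.0198, adjusted 0.0397). Without the 2 datasets farthest from the median share, r was 0.12 for Plastid (without Hek-293 and MCF-7) and 0.77 for RiboProfiling (without the RPL10 and RPL22 pull-downs). With the signs as printed, r for RiboProfiling was 0.62 (exact permutation p = 0.15). The Plastid value for MCF-7, with 0.350% of the reads in frame, was 25.1% of the riboWaltz score, and for the RPL10 pull-down, with 32.5% in frame, it was 95.1%. Both rho values lie above the 0.5 set in advance, but their exact p is above 0.05 with 7 datasets. Pearson's r for RiboProfiling passes 0.05 only with the signs restored. The Periodicity score is itself the share of P-sites in the correct frame, so it depends on the frame by definition. What the 7 datasets leave open, for either tool, is how far such moves account for the differences between scores.

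The correction step of riboWaltz moved more reads in MCF-7 than in the other datasets. It changed the offset of 24.6% of the MCF-7 reads and the frame of 18.3%. The yeast data of Lareau et al. followed with 9.49% and 9.47%, and in the other 5 datasets it changed the frame of between 0% and 3.19% of the reads. Reads under 28 nucleotides held 45.3% of the MCF-7 library and between 18.6% and 47.3% of the other libraries.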
